# TDP-1, the *Caenorhabditis elegans* ortholog of TDP-43, limits the accumulation of double-stranded RNA

**DOI:** 10.15252/embj.201488740

**Published:** 2014-11-12

**Authors:** Tassa K Saldi, Peter EA Ash, Gavin Wilson, Patrick Gonzales, Alfonso Garrido-Lecca, Christine M Roberts, Vishantie Dostal, Tania F Gendron, Lincoln D Stein, Thomas Blumenthal, Leonard Petrucelli, Christopher D Link

**Keywords:** neurodegeneration, RNA editing, RNA structure, splicing

## Abstract

*Caenorhabditis elegans* mutants deleted for TDP-1, an ortholog of the neurodegeneration-associated RNA-binding protein TDP-43, display only mild phenotypes. Nevertheless, transcriptome sequencing revealed that many RNAs were altered in accumulation and/or processing in the mutant. Analysis of these transcriptional abnormalities demonstrates that a primary function of TDP-1 is to limit formation or stability of double-stranded RNA. Specifically, we found that deletion of *tdp-1*: (1) preferentially alters the accumulation of RNAs with inherent double-stranded structure (dsRNA); (2) increases the accumulation of nuclear dsRNA foci; (3) enhances the frequency of adenosine-to-inosine RNA editing; and (4) dramatically increases the amount of transcripts immunoprecipitable with a dsRNA-specific antibody, including intronic sequences, RNAs with antisense overlap to another transcript, and transposons. We also show that TDP-43 knockdown in human cells results in accumulation of dsRNA, indicating that suppression of dsRNA is a conserved function of TDP-43 in mammals. Altered accumulation of structured RNA may account for some of the previously described molecular phenotypes (e.g., altered splicing) resulting from reduction of TDP-43 function.

## Introduction

TAR-DNA binding protein 43 (TDP-43) was originally discovered as a negative regulator of HIV DNA transcription (Ou *et al*, 1995). Subsequently, TDP-43 was identified as a major component of aggregates in a variety of degenerative neurological conditions including amyotrophic lateral sclerosis (ALS) and frontotemporal lobar dementia (FTLD) (Chen-Plotkin *et al*, 2010). In affected tissues, TDP-43 is disrupted, with the formation of large, insoluble cytoplasmic aggregates and concurrent nuclear depletion. While mutations in TDP-43 have been identified in a small number of familial cases of ALS (Pesiridis *et al*, 2009), mislocalized wild-type TDP-43 appears in the vast majority of sporadic ALS and FTLD-affected tissue and in a significant percentage of other neurological disorders. These observations suggest that the wild-type function of TDP-43 is central to the disease cascade.

TDP-43 is a ubiquitously expressed RNA/DNA-binding protein containing two RNA Recognition Motifs (RRMs) that allow binding to single-stranded RNA as well as single- and double-stranded DNA (Ayala *et al*, 2005). TDP-43 proteins preferentially associate with (UG)_*n*_ repeats in RNA, but this sequence is neither necessary nor sufficient for TDP-43 association *in vivo* (Buratti & Baralle, 2001; Polymenidou et al, 2011). TDP-43 is involved in many RNA-related processes including transcription, pre-mRNA splicing, mRNA stability, and micro-RNA biogenesis (Da Cruz & Cleveland, 2011). Several recent studies have characterized neuronal transcripts affected by TDP-43 (Polymenidou *et al*, 2011; Tollervey *et al*, 2011). These studies indicate that TDP-43 preferentially binds long intronic regions in pre-mRNA and maintains these transcripts by an unknown mechanism. Alternative splicing analysis in several TDP-43 knockdown models indicates TDP-43 functions to ensure correct alternative splicing of pre-mRNAs (Polymenidou *et al*, 2011; Hazelett *et al*, 2012). However, changes in splicing are not observed in the majority of transcripts with decreased levels. Therefore, the reason TDP-43 is required to maintain the levels of certain transcripts is unknown.

Knockout of TDP-43 in most model organisms is lethal or results in severe phenotypes (Feiguin *et al*, 2009; Sephton *et al*, 2010). Surprisingly, complete deletion of the *C. elegans* ortholog, TDP-1, causes minor defects (Zhang *et al*, 2012). Despite the lack of severe phenotypes in the *tdp-1* mutant, TDP-1 has molecular properties similar to its mammalian homolog. TDP-1 binds the canonical TDP-43 binding sequence [(UG)_*n*_] with high affinity (Ayala *et al*, 2005), and we have shown that TDP-1 can substitute for human TDP-43 in *in vivo* splicing assays (Ash *et al*, 2010). These results imply that while *tdp-1* loss of function may be less consequential in the worm, TDP-1's basic molecular roles are likely conserved.

In this study, we investigated the role of TDP-1 on the transcriptome. We discovered that TDP-1 functions to maintain the amount of mature RNA transcripts originating from potentially double-stranded precursor RNAs and to limit nuclear dsRNA accumulation in multiple tissues. Immunoprecipitation using a dsRNA-specific antibody revealed that *tdp-1* mutant animals accumulate a variety of double-stranded transcripts indicating a global effect of TDP-1 on RNA structure or stability. Analysis of TDP-1 binding by deep sequencing of anti-TDP-1 chromatin immunoprecipitation (ChIP) indicated that TDP-1 associates with highly structured regions co-transcriptionally. The reduction of dsRNA accumulation is likely to be a conserved function of TDP-43 proteins because knockdown of mammalian TDP-43 in HeLa cells and M17 neuronal cells also causes dsRNA accumulation.

## Results

### RNA transcripts aberrantly represented in *tdp-1(ok803)*

To determine TDP-1's effect on the transcriptome, we deep-sequenced RNA from *tdp-1* mutant animals to identify changes in RNA metabolism or abundance. While two deletion alleles exist for *tdp-1, tdp-1(ok803)* and *tdp-1(ok781)*, only the *tdp-1(ok803)* allele appeared to be a clear null (Supplementary Fig S1B and C); therefore, our study is focused on this allele. We created and sequenced poly(A)-selected cDNA libraries from wild-type and *tdp-1(ok803)* animals. 

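Poly(A) RNA came from L4 animals raised at 20°C, and 3 wild-type libraries and 3 libraries labelled tdp-1(ok803) were analysed. The authors trimmed and filtered the reads, removed reads from rRNA, aligned the rest to the WS220 genome and deposited a normalized count for each gene in each library. Within a library 100% of these values are whole multiples of a single step, so each is a whole number of reads divided by a factor for that library. The reads recovered in this way numbered 107297985, 79535077 and 65546397 in wild-type replicates 1 to 3 (median 79535077) and 100695811, 68233419 and 66531969 in tdp-1(ok803) replicates 1 to 3 (median 68233419). The table lists 45642 genes, of which 24805 stand at 0 in all 6 libraries. The targeted gene, listed as tdp-1, had normalized counts of 2156, 3501 and 4322 in the wild-type libraries and 915, 3542 and 3478 in the libraries labelled tdp-1(ok803), which gives mutant-to-wild-type ratios of 0.424, 1.01 and 0.805 by replicate. Its log2 fold change over all 3 replicates was -0.51 (standard error 0.55, adjusted p = 1 from limma with Benjamini-Hochberg adjustment) and rose to 0.14 without tdp-1(ok803) replicate 1. Without replicate 1 of both genotypes it was -0.15. The total of this gene is thus below wild type in replicates 1 and 3 and not in replicate 2, it does not show which part of the gene the reads cover, and the directions reported from the poly(A) libraries rest on their labels. On log2(normalized count + 1), the first principal component held 55.6% of the variance and set replicate 1 of both genotypes, at -79.7 in wild type and -89.7 in tdp-1(ok803), apart from replicates 2 and 3, which lay between 27.5 and 64.2.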

Mapping of sequenced reads showed over 50% of all amplifiable annotated genes were well represented (roughly 14,000 transcripts). A differential gene expression comparison (RPKMs) between *tdp-1(ok803)* mutants and wild-type revealed over 1,700 transcripts aberrantly represented with close to an equal number of transcripts underrepresented as overrepresented (Fig1A; Supplementary Table S1). qRT–PCR verification of a select set of these abundance changes is shown in Supplementary Fig S2. 

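Genes were compared with limma, with its mean-variance trend and Benjamini-Hochberg adjustment, on log2(normalized count + 1) of the 15807 genes with a normalized count of at least 10 in at least 3 libraries. The legend of Fig 1A gives 2 replicates per genotype. The fold changes of Supplementary Table S1 follow replicates 2 and 3, with a Pearson r of 0.989 across 1543 genes with a mean normalized count of at least 50, against 0.893 for the fold changes of all 3 replicates; genes are not independent replicates. Over replicates 2 and 3, a choice made after the values were seen, 330 genes were higher and 348 lower in the libraries labelled tdp-1(ok803) at an adjusted p under 0.05 (limma, Benjamini-Hochberg). Over all 3 replicates, 0 genes were higher and 0 lower at that threshold, and 413 genes had an unadjusted p under 0.05. Of the other tests of all 3 replicates, DESeq2 on the recovered reads moved this count most, to 7 higher and 10 lower. A term for each replicate pair gave 1 higher gene, col-54, and 0 lower, with 1699 genes at an unadjusted p under 0.05. The paper's Supplementary Table S1 lists 926 increased and 826 decreased genes.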

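The genes named next had the largest changes among those past the threshold over replicates 2 and 3 whose mean lay above the median gene and whose libraries did not overlap between genotypes. F08G2.5 had 252 ± 35.8 normalized counts (SD, n = 2) in wild type and 1928 ± 221 (SD, n = 2) in the libraries labelled tdp-1(ok803), a log2 fold change of 2.93 (standard error 0.23, adjusted p = 0.0033 from limma with Benjamini-Hochberg adjustment). Normalized counts of gst-24 rose from 356 ± 128 to 2399 ± 287 (log2 fold change 2.79, standard error 0.27) and those of col-54 from 905 ± 21.3 to 3970 ± 15.2 (2.13, standard error 0.17), both with the same adjusted p. The falls were those of sip-1, from 4608 ± 979 to 996 ± 191 (log2 fold change -2.21, standard error 0.22, limma adjusted p = 0.0036), cpg-1, from 3022 ± 625 to 685 ± 194 (-2.15, standard error 0.25, limma adjusted p = 0.0072), and vit-4, whose log2 fold change was -2.04 (standard error 0.17, limma adjusted p = 0.0033). The replicate left out of that comparison, replicate 1, had wild-type and tdp-1(ok803) normalized counts of 546 and 736 for F08G2.5, 212 and 515 for gst-24, 777 and 3441 for col-54, 7492 and 5174 for sip-1, 2326 and 2480 for cpg-1, and 1524 and 2754 for vit-4. With all 3 replicates the limma adjusted p was 0.23 for col-54 and 1 for the others. Among the alternatives, DESeq2 gave the lowest adjusted p of col-54, gst-24 and F08G2.5, and limma that of sip-1, cpg-1 and vit-4. In the ranges that follow, the adjusted p is thus that of each alternative's own test and not of limma alone. Over the alternatives set beforehand it reached down to 2.1e-14 for col-54 in poly(A) RNA, 0.0315 for gst-24 in poly(A) RNA, 0.0414 for F08G2.5 in poly(A) RNA, 0.212 for sip-1 in poly(A) RNA, 0.348 for cpg-1 in poly(A) RNA and 0.234 for vit-4 in poly(A) RNA, and up to 1 for each.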

Gene ontology analysis of aberrantly represented transcripts in *tdp-1* mutants indicated very few pathways were enriched among over- and underexpressed genes (Supplementary Table S2). Most enriched pathways were associated with developmental processes and stage-specific molting, which may be an artifact due to the mild growth delay reported in *tdp-1* mutant animals (Zhang *et al*, 2012).

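Of the 125 collagen genes (col-) tested, 0 passed the threshold over all 3 replicates, with 17 at an unadjusted p under 0.05; adjusted over the list alone, 1 did, the increased col-54. In replicates 2 and 3, 13 collagen genes were increased and 14 decreased, and 15 and 24 adjusted over the list alone. As a set, the collagens changed by -0.09 on the log2 scale relative to the other genes over all 3 replicates (false discovery rate 0.0024 from limma's camera with an inter-gene correlation of 0.01), with 44 of the 125 genes higher. This call held under fry (0.041). It did not hold after quantile normalization (-0.0455, camera false discovery rate 0.060). Without tdp-1(ok803) replicate 3, which leaves the replicates unbalanced between genotypes, the change was 0.0076.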

**Figure 1:**
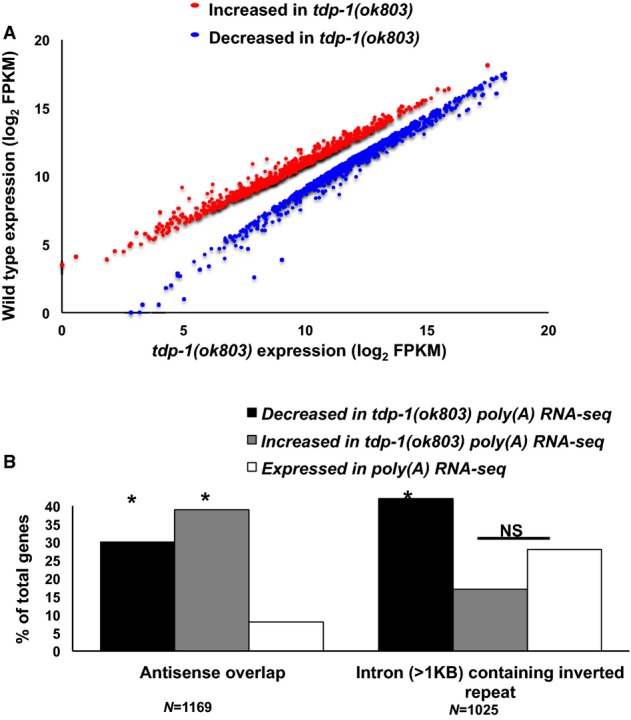
TDP-1 maintains transcripts with potential dsRNA structure Scatter plot comparing the log_2_ of transcript RPKMs (Reads Per Kilobase of transcript per Million mapped reads) between wild-type and *tdp-1(ok803)* poly(A)-selected RNA-seq experiments. Only transcripts significantly (corrected *P* < 0.05) increased (red) or decreased (blue) compared to wild-type are shown. Scatter plot represents significantly different genes calculated from two independent biological replicates of both wild-type and *tdp-1(ok803)* poly(A) RNA-seq prepared from L4 animals.Percentage increased and decreased transcripts in *tdp-1(ok803)* poly(A) RNA-seq that have antisense overlap with another spliced gene or have intronic sequences (> 1 kb) that contain inverted repeats. *P < 1 × 10^−4^ (hypergeometric distribution); NS, not significant relative to control gene sets.

Because TDP-43 functions in alternative splicing, we also asked whether transcripts with altered abundance in the mutant had splicing abnormalities. Splicing analysis identified ∼350 genes with significant (*P* < 0.001) changes in splice site representation (Supplementary Table S3, independent verification in Supplementary Fig S3); however, the majority of transcripts altered in splicing were not altered in abundance compared to wild-type. While splicing abnormalities may contribute to *tdp-1* loss of function defects, splicing differences do not readily explain changes in transcript abundance in *tdp-1(ok803*) animals.

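The deposited splicing list, Supplementary Table S3, holds 348 genes where the text gives about 350, and 326 of them were tested for abundance here. Of the 326, 6 genes (1.84%, 95% Wilson interval 0.846 to 3.96) passed the threshold over replicates 2 and 3 of the poly(A) RNA, all of them lower in the libraries labelled tdp-1(ok803). Over all 3 replicates 0 passed, and 5 had an unadjusted p under 0.05. The paper's Supplementary Table S1 shares 23 genes with the splicing list (6.61% of its 348 genes, 95% Wilson interval 4.44 to 9.72). Splice sites were not examined here, and the study chose the list on poly(A) RNA of the same genotypes, so it is not independent of these libraries. From the small overlap the paper reasons that splicing differences do not readily account for the changes in abundance.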

### TDP-1 regulates genes with inherent double-stranded structure

Mammalian TDP-43 maintains the abundance of transcripts with long introns. One interpretation of this observation is that transcripts require TDP-43 because of an inherent characteristic of the RNA transcript itself and not due to its involvement in a common functional pathway. To look for common features in RNA transcripts affected by TDP-1, we examined the most dramatically altered transcripts in the *tdp-1* deletion using the IGV genome browser and online databases (wormbase, aceview) for common characteristics within the RNA molecule. Interestingly, we noticed that a large proportion of altered transcripts had potential double-stranded structure. Specifically, many over/underexpressed transcripts contained either antisense overlap with another gene or multiple inverted repeats within intronic regions.

To quantify these effects, we first analyzed the percentage of altered genes with antisense overlap to another coding gene. 

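Supplementary Table S1 carries the study's own mark for genes with antisense overlap, which 357 of the 926 increased genes (38.6%) and 270 of the 824 decreased genes found in the poly(A) table (32.8%) bear. Of the marked increased genes, 316 were tested here. Of these, 310 were higher in the libraries labelled tdp-1(ok803) over replicates 2 and 3, 124 passed the threshold, and the median log2 fold change was 0.92. Over all 3 replicates 308 were higher, with a median of 0.62. Of the marked decreased genes, 225 were tested, 222 were lower over replicates 2 and 3, 95 passed, and the median was -0.91; over all 3 replicates 222 were lower, with a median of -0.58. The study chose these genes on these libraries, so the shared direction is not independent evidence. Counts of overlapping genes are uncertain: 74 of the 627 genes with the antisense mark (11.8%) stand at 0 in all 6 libraries, against 5.79% of the other genes of Supplementary Table S1. Of the 566 protein-coding genes that lie inside another gene in the WBcel235 annotation, 461 (81.5%) stand at 0, against 6.36% of the other protein-coding genes. No enrichment was computed, because antisense overlap of the genes outside Supplementary Table S1 was not analysed here.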

While about 8% of the worm genome is arranged antisense to another gene (Thierry-Mieg & Thierry-Mieg, 2006), approximately 35% of increased and decreased transcripts were arranged in this manner, representing a highly significant enrichment (*P* = 5.3 × 10^−181^, hypergeometric distribution (hgd)) (Fig1B). We also determined the percentage of genes containing intronic inverted repeats that were aberrantly represented in *tdp-1* deletion. We limited our analysis to inverted repeats contained within introns greater than 1 kb. While about 25% of all expressed genes contained an intron inverted repeat (2,641), 40% of underrepresented genes in *tdp-1(ok803)* RNA-seq contained inverted repeats, representing a significant enrichment (*P* = 4 × 10^−5^, hgd, *P* = 3.2 × 10^−3^, chi-square test) (Fig1B). Among overexpressed transcripts, inverted repeat containing introns were not significantly enriched, suggesting that intronic RNA structure in *tdp-1* mutants results in reduction of mRNA abundance.

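Supplementary Table S1 marks an inverted repeat in an intron over 1 kb for 27 increased genes (2.92%) and 62 decreased genes (7.52%). Of the marked decreased genes, 58 were tested here, and 56 were lower over replicates 2 and 3 in the libraries labelled tdp-1(ok803); 14 passed the threshold, with a median log2 fold change of -0.87. All 27 marked increased genes were higher over those replicates, 11 passed, and the median was 1.02. Genes with neither mark had medians of -0.98 over 458 decreased and 0.97 over 518 increased genes. All these genes were selected by the authors for their change in these libraries, which largely sets the medians, so they are not a comparison of marked with unmarked genes. Intron sequences were not analysed here, and which genes with such repeats the mark covers is not known. The paper proposes from the enrichment among decreased transcripts that RNA structure within introns lowers mRNA abundance.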

Transcripts with antisense overlap to another RNA and transcripts containing inverted repeats are capable of forming either inter- or intra-molecular dsRNA. Because deletion of *tdp-1* perturbed the abundance of these transcripts, we hypothesized that TDP-1 has a fundamental function in the formation, or metabolism, of dsRNA.

### TDP-1 limits the accumulation of double-stranded RNA

To address the hypothesis that TDP-1 affects dsRNA metabolism, we looked directly at the amount and localization of dsRNA in *tdp-1(ok803)* mutant worms by immunostaining with a dsRNA-specific antibody, J2. The J2 antibody is specific to dsRNA duplexes greater than 40 bp (Schonborn *et al*, 1991) and was used previously to visualize double-stranded RNA *in vivo* (Kaneko *et al*, 2011). We stained populations of wild-type and *tdp-1*(*ok803*) worms with the J2 antibody. As shown in Fig2, *tdp-1*(*ok803*) worms had a significant increase in nuclear inclusions reactive with the J2 antibody. This increase was observed in multiple tissues including: gut (Fig2A), muscle, and the anterior head region (Supplementary Fig S4). Importantly, detection of these inclusions was ablated by pretreatment with the dsRNA-specific RNAse V1, but not by treatment with the ssRNA-specific RNAse T1 (Fig2A, bottom two panels). To confirm the specificity of the J2 antibody in worms, we also immunostained a transgenic strain expressing a dsRNA-binding domain fused GFP (Supplementary Fig S5). J2 and GFP loci tightly overlapped, indicating they likely recognize the same substrates.

**Figure 2:**
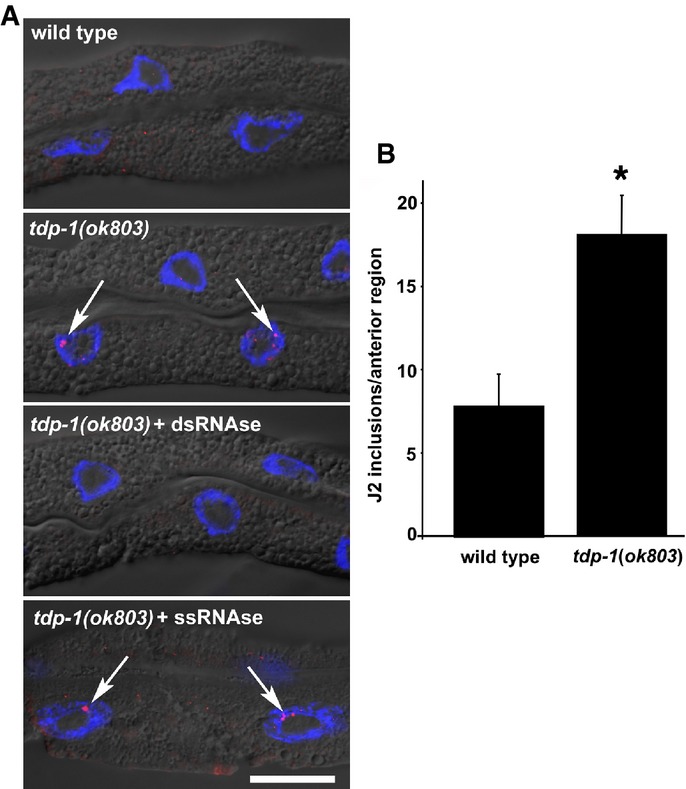
TDP-1 limits the amount of nuclear dsRNA Fixed, isolated intestinal tissue probed with anti-dsRNA antibody (J2). The J2 antibody recognizes dsRNA stretches of 40 bp or more in a sequence-independent manner. Intensely stained inclusions (red dots, indicated by arrows) were detected in intestinal nuclei (blue, DAPI counterstain) specifically in *tdp-1*(*ok803*) mutant worms (middle panel). J2-reactive inclusions were observed in 28% *tdp-1*(*ok803*) intestinal nuclei scored (30/107), but not detected in wild-type controls (0/122) or *tdp-1*(*ok803*) (0/105) fixed tissue pretreated with dsRNA nuclease (V1) before J2 staining. J2-reactive foci were still observed (arrows, bottom panel) in intestinal nuclei pretreated with the ssRNA-specific nuclease (T1) (29%, 12/41). Scale bar, 20 μm.Quantification of anterior J2 inclusions using ImageJ software. *tdp-1*(*ok803*) worms had significantly more J2 inclusions (*P < 0.01, Student's *t*-test*,* error bars = SEM). Representative projection images used to generate this data are shown in Supplementary Fig S4.

### TDP-1 is required to maintain normally low levels of A-to-I RNA editing

Since nuclear dsRNA is limited by the activity of A-to-I dsRNA-specific deaminases (ADARs) (Bass, 1998), we hypothesized that TDP-1 could function in promoting A-to-I RNA editing. To address this possibility, we investigated the amount of A-to-I editing in *tdp-1(ok803)* mutants. In order to determine whether identified A-to-I edits represented true physiological targets, we sequenced RNA in parallel from a strain deleted for the only functional worm ADAR, *adr-2(gv42)*. Using a compiled list of all nucleotide positions that showed a discrepancy between the RNA and DNA sequence (see Materials and Methods), we hand-annotated 210 regions containing convincing evidence of A-to-I RNA editing (Supplementary Table S4). 

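Total RNA for editing came from L4 animals raised at 20°C, with 3 wild-type, 3 tdp-1(ok803) and 1 adr-2(gv42) library. The authors inspected the reads over each region and deposited the resulting comparison of the genotypes; values of single libraries were not used here, and the depth behind each value is unknown. The authors' deposited table holds 204 edited regions of 188 genes, where the text gives 210. It gives the kind of region, the number of editable positions, the change in editing in percentage points, the fold of tdp-1(ok803) over wild type and the p of the authors' z-test of proportions. By that authors' deposited table, 128 regions lie in introns, 60 in UTRs and 16 in other or mixed places, so 92.2% lie in introns or UTRs. The authors' deposited table scores 148 regions for a change and leaves 56 unscored, and its scored regions have a mean of 122 positions and a median of 101.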

Regions were only considered edited if A-to-I conversions were observed (by inspection of sequencing reads in IGV genome browser) in all three independent biological replicates and not observed in RNA-seq from *adr-2(gv42)* mutants (examples of representative regions scored as positive for editing are shown in Supplementary Fig S6). The majority (> 90%) of editing events occurred in introns and 3′ UTRs, and all observed editing was consistent with promiscuous editing, which occurs in long dsRNA (average of 123 positions targeted per region, see Supplementary Table S4). We found no reproducible evidence of exonic A-to-I editing. While our list is likely not an exhaustive list of all edited transcripts in *C. elegans* (only larval stage 4 was analyzed and the read depth of many intronic regions was too low to assess editing), our analysis did successfully identify eight of the ten published transcripts characterized as edited due to preferential digestion with T1 RNAse (Morse *et al*, 2002) as well as 83 of the regions identified by Wu *et al* (2011). To confirm that regions positive for A-to-I editing contained sequence motifs capable of dsRNA formation, we assayed for the presence of inverted repeat/loop sequences within identified editing targets (see Materials and Methods). We found that almost all (> 98%) of the regions identified in this study contained two or more inverted repeat sequences and/or overlapped with transposons/retrotransposons (Supplementary Table S5). Transcripts containing both inverted repeats and transposons can form intra-molecular dsRNA and are known targets of A-to-I editing *in vivo* (Nishikura, 2010). These results indicate that our analysis identified editing only within potentially structured RNA sequences, which are suitable targets of worm ADAR.

To determine whether *tdp-1* maintains A-to-I RNA editing within these regions, we calculated the percent editing across all identified edited regions that were well represented (> 20 reads, 153/210 regions) in both wild-type and *tdp-1* mutants. 

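In the authors' deposited table, 71 of the 148 scored regions (48.0%) have a change in editing between tdp-1(ok803) and wild type. Among the 68 of these that carry a p under 0.05, the authors' deposited table gives 60 with increased and 8 with decreased editing (88.2% increased, p = 5.7e-11 in an exact two-sided binomial test against equal shares). All 71 regions of the authors' deposited table, taken as scored, gave 62 increased and 9 decreased (87.3%, exact binomial p = 7.3e-11). Requiring a change of at least 5 percentage points in the authors' deposited table moved this share most, to 30 increased and 6 decreased (83.3%, exact binomial p = 7.0e-05). Regions of one gene are not independent, and the test compares regions, not animals.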

Roughly 50% of well-represented regions showed significantly (*P* < 0.05) altered editing (Fig3A), and in almost all (> 85%) cases, editing was increased in the *tdp-1* deletion transcripts compared to wild-type. 

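Increased editing was scored for 33 of the 84 intronic regions (39.3%, 95% Wilson interval 29.5 to 50.0) and 25 of the 51 UTR regions (49.0%, 35.9 to 62.3) in the authors' deposited table. Introns hold the larger number, and the shares did not differ beyond counting error (odds ratio 0.673, two-sided Fisher's exact p = 0.287).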

The most common hyper-editing occurred in intronic regions. Two examples of increased intronic editing in *tdp-1(ok803)* RNA-seq are shown (Fig3B). 

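In intron 3 of haf-6, the authors' deposited table places the edited region on chromosome I of WS220 from 1171412 to 1173491, with 121 editable positions. Its editing in tdp-1(ok803) is 27 percentage points above wild type in the authors' deposited table, a fold of 2.1 (p = 3.2e-11 from the authors' z-test). For the intron of daf-16, on chromosome I from 10774363 to 10774672, the authors' deposited table gives 30 positions, an increase of 30 percentage points and a fold of 1.8 (p = 0.004 from the same z-test).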

Examination of transcript abundance and splicing of the worm ADAR genes revealed no substantial change between wild-type and *tdp-1* mutants (Supplementary Fig S7A). 

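In the poly(A) RNA, adr-1 had 4837 ± 515 normalized counts (SD, n = 3) in wild type and 4352 ± 1460 (SD, n = 3) in the libraries labelled tdp-1(ok803), a log2 fold change of -0.20 (standard error 0.28, limma adjusted p = 1 with Benjamini-Hochberg adjustment). Normalized counts of adr-2 were 2509 ± 74.1 and 2400 ± 485 (log2 fold change -0.08, standard error 0.23, limma adjusted p = 1). The log2 fold changes over replicates 2 and 3 were -0.38 for adr-1 (limma adjusted p = 0.21) and -0.26 for adr-2 (limma adjusted p = 0.39), where the alternatives set beforehand gave 0.735 to 1 for adr-1 in poly(A) RNA and 0.828 to 1 for adr-2 in poly(A) RNA. The sign for adr-2 turned without tdp-1(ok803) replicate 3 (0.0065), a fit that leaves the replicates unbalanced between genotypes. Splicing of these genes was not examined here.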

While there is no available antibody for worm ADR-2, we observed no change in ADR-1 protein levels between wild-type and mutant (Supplementary Fig S7B), suggesting that *tdp-1* does not limit A-to-I RNA editing by controlling ADAR function. Although the majority of editing increases in *tdp-1* mutants were mild (average fold increase ∼1.4-fold), increased amounts of A-to-I editing indicate that the accumulation of dsRNA in *tdp-1(ok803)* mutant worms is not due to a reduction in RNA editing. 

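The 62 regions with increased editing in the authors' deposited table have a mean fold of 1.4 and a median of 1.3, ranging from 1.1 to 3.5. Their median increase in the authors' deposited table is 4.85 percentage points. From the direction of these changes the paper concludes that dsRNA does not accumulate in the mutant through a loss of editing.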

Rather, increases in the structure or stability of dsRNA could result in a slightly higher frequency of editing in *tdp-1* mutants.

**Figure 3:**
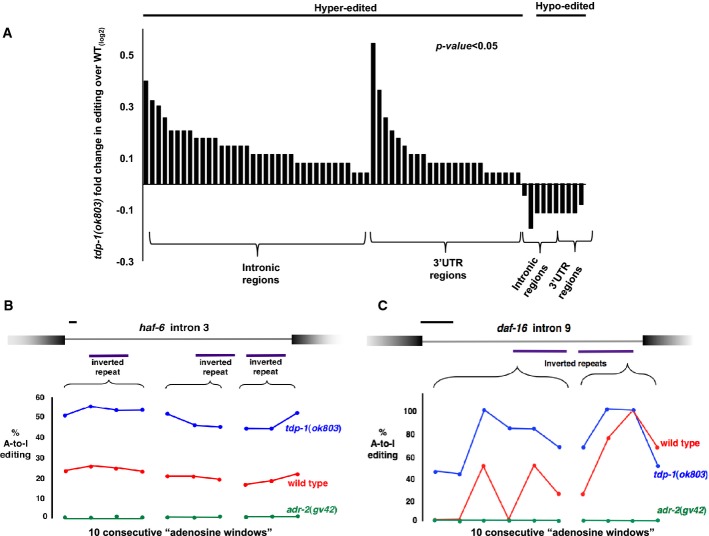
TDP-1 limits levels of A-I RNA editing A Fold change in % A-to-I editing in *tdp-1(ok803)* compared to wild-type RNA-seq is shown. For all regions, the average percent editing for each potentially edited nucleotide was calculated. Bars in graph represent the average percent editing across individual edited regions altered in *tdp-1(ok803)* (73 altered/154 analyzed). Genomic location of edited regions, actual change in percent editing and actual *P-*values are listed in Supplementary Table S4.B, C Examples of hyper-edited intronic regions in *tdp-1(ok803)* mutant RNA-seq: intron 3 of ABC-transporter *haf-6* (B) [ChrI: 1170900-1173858] and intron 9 of FOXO transcription factor *daf-16* (C) [ChrI: 10774096-10774765]. Purple bars indicate annotated structural elements containing editing. Regions were divided into 10 equal windows and mean fraction edited for each window is plotted (*y*-axis). Connected points indicate editing in the same structural element. Percent editing in wild-type (blue), *tdp-1(ok803)* (red) and *adr-2(gv42)* (green) is shown. Scale bars (upper left, black), 100 bp.

### Immunoprecipitation with an anti-dsRNA antibody recovers structured transcripts

The J2 antibody can be used to immunoprecipitate dsRNA, as shown for Alu transcripts in mammalian cell lysates (Kaneko *et al*, 2011). Therefore, we analyzed J2 immunoprecipitates from both wild-type and mutant whole-worm lysates (in triplicate) to characterize the specific dsRNAs that accumulate in *tdp-1(ok803)* mutants. Because J2 immunoprecipitation was done in untreated lysate, entire transcripts containing 40 bp or more of dsRNA anywhere within the molecule will be precipitated. J2-immunoprecipitated RNA and total RNA were sequenced in a strand-specific manner. 

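Young adults raised at 15°C gave 3 wild-type and 3 tdp-1(ok803) J2-IP libraries and 1 library of input (total) RNA per genotype. The authors normalized the J2-IP counts to input before they compared genotypes, and deposited them as normalized counts rounded to whole numbers. The deposited J2-IP values are taken to hold that step already, since their fold changes and those of Supplementary Table S7 had a Pearson r of 0.994 across 1576 genes (that table has 1580 rows, and the text gives 1,422 increased and 166 decreased genes). The mutant values are taken as scaled to the wild-type input and the wild-type values as left undivided, which was not verified. The J2-IP mean over the wild-type input had a 5th percentile of 1.53 in tdp-1(ok803) for the increased genes of that table and of 1.59 in wild type for the decreased genes, next to the study's threshold of 1.5-fold over input. The table of values lists 8783 genes, of which 8642 were joined to the input table by name; 131 found no partner and 10 shared a name. The values sum to 1060447, 1065849 and 1046152 in wild-type J2-IP replicates 1 to 3, to 1332125, 1347037 and 1387056 in tdp-1(ok803) J2-IP replicates 1 to 3, and to 900993 and 888366 in the wild-type and tdp-1(ok803) input. The read depth is unknown, and with 1 input library per genotype the error of the input enters no test. The targeted gene tdp-1 had normalized counts of 38 in the wild-type and 12 in the tdp-1(ok803) input, a ratio of 0.316, without a replicate check. Its J2-IP values were 27, 27 and 25 in wild type and 53, 61 and 50 in tdp-1(ok803), and once the mutant values were multiplied back by the ratio of the inputs these became 16.7, 19.3 and 15.8.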

Pairwise correlation of J2-IP RNA-seq replicates indicated that the J2-IP replicates were highly similar (Supplementary Fig S8).

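Across the genes with J2-IP values, Pearson's r of log2(normalized count + 1) between replicates lay from 0.983 to 0.994 in wild type and from 0.975 to 0.987 in tdp-1(ok803). Between genotypes it lay from 0.949 to 0.969, below every value within a genotype. These are correlations across genes, which are not independent replicates. If the mutant values share an input ratio for each gene, that scaling alone sets the genotypes apart in part. No correlation was computed without it.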

First, we analyzed the wild-type RNA-seq data to validate J2 immunoprecipitation (J2-IP) as an effective method to isolate dsRNA. Comparison between input and J2-immunoprecipitated RNA confirmed that J2-IP selected for a subset of transcripts (Fig4A). 

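The fold of J2-IP over input was taken for the 8474 genes with a wild-type input value above 0; 168 genes stood at 0 there. This takes the deposited wild-type J2-IP values as not divided by input, which was not verified. The median fold over these genes was 1.18, 1.07 and 1.17 in wild-type J2-IP replicates 1 to 3, so the median gene lay close to its input level. Repetitive elements were not analysed here.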

As a positive control, we calculated the fold enrichment (over input) of J2-IP RNA-seq for all expressed repetitive regions (Fig4B). Consistent with J2-IP selecting for dsRNA, we observed a fourfold to fivefold increase in expression level (RPKMs) of annotated transposon/retrotransposon sequences, as well as a twofold to fourfold increase in the expression level (RPKMs) of tandem/inverted repeats. We did not see an overall increase in the enrichment of exon sequences, confirming J2-IP is specific for transcripts originating from regions known to produce dsRNA. Examples of an enriched transposon and retrotransposon are depicted in Fig4C. We verified the specificity of J2-IP for dsRNA transposons as this enrichment was abolished in lysates pretreated with dsRNA-specific RNase (Supplementary Fig S9).

**Figure 4:**
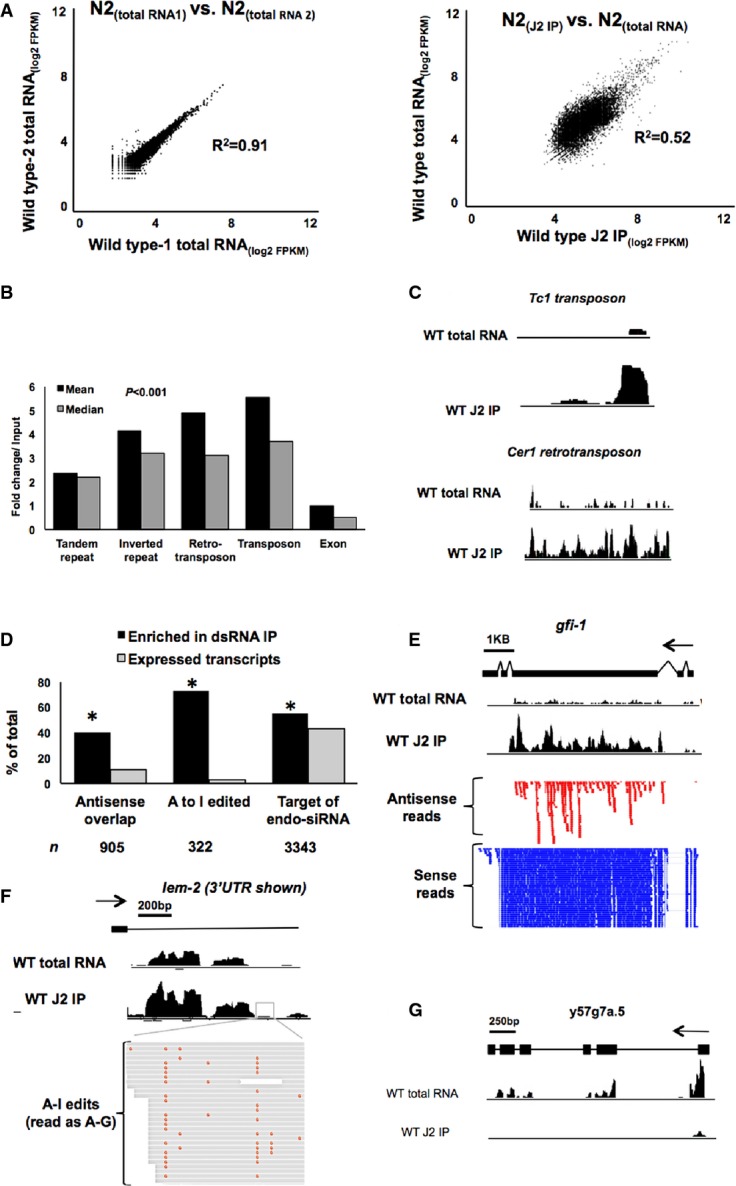
Immunoprecipitation with J2 antibody selects for dsRNA in wild-type worm extracts A The J2 anti-dsRNA antibody immunoprecipitates a subset of RNAs from wild-type extracts. Plotted are RPKMs_(log2)_ for two independent wild-type input RNA-seq datasets (left graph) and for a J2-IP RNA-seq dataset versus input RNA (right graph). 9,086 transcripts are shown. *R*^2^ values for each plot are displayed in the graph.B The fold change (in RPKM) over input (*y*-axis) of all significantly enriched repetitive transcripts (type indicated on *x*-axis) and all exons (corrected *P* < 0.001) in wild-type J2-IP RNA-seq. Graph shows both mean (black bars) and median (gray bars) fold enrichment/input.C Coverage tracks (black bumps) of alignments to consensus sequences of representative transposons enriched in J2-IP RNA compared to total RNA. Coverage track height was set to the same value for both input RNA and J2-immunoprecipitated RNA, and height is proportional to abundance of each region.D The percentage of total transcripts (gray bars) with potential dsRNA of three types (antisense overlap determined from Thierry-Mieg & Thierry-Mieg, 2006, A-to-I RNA editing taken from Supplementary Table S4 and siRNA targets taken from Warf *et al*, 2012) and the percentage of each of those transcript types enriched by J2-IP (in three independent biological replicates; black bars, *P-value *<* 0.001 (hypergeometric distribution); *n* = number of genes analyzed in each structural category).E–G Examples of transcripts enriched in the J2-IP RNA-seq. The *gfi-1* locus (E) expresses an antisense transcript, as shown by both antisense (red) and sense (blue) reads. The 3′ UTR of *lem-2* (F) undergoes dsRNA-specific A-to-I RNA editing. The editing pattern in the boxed region is shown. (G) Example of transcript not enriched by J2-IP (*y57g7a.5*). Black arrows indicate direction of transcription.

To ask which gene transcripts were enriched by J2-IP, we compared normalized read counts between input RNA-seq and J2-IP RNA-seq for each gene. Only genes that were significantly increased (*P* < 0.05, FDR < 0.1, > 1.5-fold) over input were considered “selected” in the IP. 

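A gene was counted as enriched here when all 3 wild-type J2-IP replicates lay over 1.5-fold above the input; no test was made, because the input has a single library. The wild-type J2-IP values are taken as not divided by input, an assumption that was not verified. By this count 1927 of 8474 genes (22.7%) were enriched in wild type. A threshold of 1-fold moved the count most, to 4251 genes, and 2-fold gave 891. Leaving out one J2-IP replicate at a time gave between 1971 and 2377 genes.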

We identified 2,875 transcripts enriched in the wild-type J2-IP, representing 27% of all genes expressed in the experiment (10,630). Most (95%) of the enriched RNAs originated from protein-coding genes. Both antisense-overlap genes and A-to-I edited genes were significantly enriched (*P* < 1 × 10^−15^ hgd) by J2-IP (Fig4D). 

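Of the 150 genes of the authors' deposited table of edited regions that have a wild-type input value, 99 (66.0%, 95% Wilson interval 58.1 to 73.1) were enriched in all 3 wild-type J2-IP replicates. Among the other 8324 genes, 1828 (22.0%, 21.1 to 22.9) were. The intervals cover counting error alone, and no test was made of the enrichment calls. Antisense overlap was not analysed here.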

As expected, transcripts targeted by endogenous small interfering RNAs (siRNAs), which often trigger siRNA production due to the presences of double-stranded regions (Fischer, 2010), were also enriched by J2-IP (*P* < 1 × 10^−143^, hgd, endo-siRNA target genes taken from Warf *et al*, 2012). Representative examples of these classes of enriched transcripts are shown as well as an unenriched gene (Fig4E–G). 

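For gfi-1 the fold of wild-type J2-IP over input was 2.34 ± 0.118 (SD, n = 3), from an input of 915 normalized counts. For lem-2 it was 6.92 ± 0.774 (SD, n = 3), from an input of 134. The authors' deposited table places an edited region of lem-2, in its 3′ UTR, on chromosome II of WS220 from 14065955 to 14068128, with 101 editable positions. The input of each gene is a single library.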

Transcripts with the structural characteristics mentioned represented 73% of all coding genes enriched in the J2-IP (Supplementary Table S6).

### TDP-1 functions to limit the structure or stability of dsRNA

To identity transcripts with more dsRNA structure/stability in *tdp-1(ok803)* mutants, we used DESeq software to compare normalized (to input) expression levels of all genes expressed in the J2-IP between *tdp-1* mutants and wild-type (Supplementary Fig S10). After filtering out low expressed genes and genes not enriched by J2-IP over input in either sample (see Materials and Methods and Supplementary Methods), we identified 1,422 genes with increased J2-IP enrichment (*P* < 0.05, FDR < 0.1) in *tdp-1* mutants compared to wild-type, representing about 40% of all transcripts selected by J2-IP. In contrast, only 166 genes (5% of all J2-IP selected transcripts) were identified as having less dsRNA structure/stability in *tdp-1* mutants (Fig5A; Supplementary Table S7). This result indicates that TDP-1 limits the structure or stability of many dsRNA transcripts, resulting in accumulation of dsRNA when TDP-1 is absent. 

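Genotypes were compared with limma, with its mean-variance trend and Benjamini-Hochberg adjustment, on log2(normalized count + 1) of 4002 genes. These had a value above 0 in all 3 libraries of a genotype, and the mean of at least one genotype lay over 1.5-fold above the wild-type input, to which the mutant values are taken to be scaled. At a p under 0.05 and an adjusted p under 0.1, 1731 genes (43.3%) were increased in tdp-1(ok803), 84.3% of all genes called. The median gene tested shifted by 0.22 on the log2 scale. Without the enrichment filter, 3814 of 8540 genes were increased, 84.6% of calls. Scaling moved the share of increases among calls more than any other choice set beforehand. With the mutant values multiplied back by the ratio of the inputs, which assumes that the authors scaled each mutant value by the gene's ratio of wild-type to mutant input and left the wild-type values undivided, a formula not verified here, 392 of 3820 genes were increased and 862 decreased (31.3% of calls increased), and the median gene shifted by -0.06; 340 of the 392 were also increased as deposited, and 237 genes increased as deposited were then decreased. Multiplied back without the enrichment filter, chosen after seeing the values, 1460 of 8345 genes were increased and 1422 decreased (50.7% of calls increased), and the median gene shifted by 0.02, so the majority of decreases depends on that filter. Increased genes made up 44.5% of calls with median-of-ratios size factors, 46.6% after quantile normalization and 30.0% with equal library totals. The median gene then shifted by -0.02, -0.01 and -0.12. These scalings remove a general shift between libraries by construction, so they cannot tell whether a general excess of increases is real. Multiplying back undoes the normalization to input, so it compares recovery by J2-IP and not enrichment over input, which the paper compares. The median input log2 change over the genes tested was -0.26, so fewer increases follow from multiplying back. Across the 3820 genes with both inputs, the J2-IP change and the input change had a Pearson r of -0.561, a sign that division by input favours by construction, and of 0.394 once multiplied back. Of the increased genes, 92.5% were lower in the mutant input, against 62.2% of the others.

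**Figure D1:**
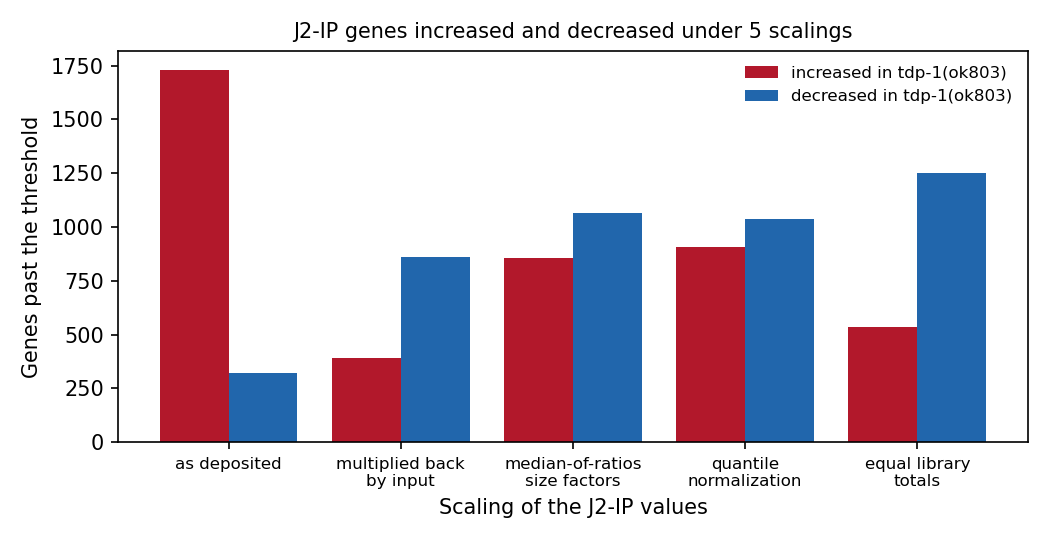
Number of genes (y axis) increased and decreased in tdp-1(ok803) J2-IP under 5 scalings of the same 6 libraries (x axis), as bars from 0, with the enrichment filter. Increases outnumber decreases for the values as deposited (1731 against 322) and not under the other 4 scalings. Median-of-ratios size factors, quantile normalization and equal library totals remove a general shift between libraries by construction, so they cannot test for one. Values multiplied back by the inputs compare recovery by J2-IP and not enrichment over input.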

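In the same comparison, 322 genes (8.05% of the 4002 tested) were decreased in tdp-1(ok803); this count fell to 207 without wild-type J2-IP replicate 3. The genes named next had the largest changes among those whose mean lay above the median gene and whose libraries did not overlap between genotypes. The microRNA gene mir-353 fell from 1953 ± 185 to 768 ± 97.2 normalized counts (SD, n = 3), a log2 fold change of -1.35 (standard error 0.12, adjusted p = 0.00088 from limma with Benjamini-Hochberg adjustment), and -0.55, still past the threshold, when multiplied back by the inputs. K10H10.11 and K10H10.14, which overlap in the WBcel235 annotation and have nearly identical values, count as a single observation, and both had a log2 fold change of -1.20 (standard error 0.12, limma adjusted p = 0.0012 and 0.0013), and 0.03 and 0.02 when multiplied back by the inputs. The largest rises were those of the histone genes his-46 (2.38, standard error 0.20, limma adjusted p = 0.00078) and his-56 (2.18, standard error 0.11, limma adjusted p = 0.00039), for which near-identical copies leave the values of single genes uncertain, and H06I04.8 (2.13, standard error 0.14, limma adjusted p = 5e-04). Multiplied back, these became 0.15, 0.17 and 0.45, past the threshold for H06I04.8 alone.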

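From the excess of increased over decreased genes in values normalized to input, the paper concludes that TDP-1 limits the structure or stability of many dsRNA transcripts. Among the genes the paper shows for this assay, gfi-1 rose from 2144 ± 108 to 3460 ± 203 normalized counts (SD, n = 3; log2 fold change 0.69, limma adjusted p = 0.0014), and by 0.02 when multiplied back by the inputs. Normalized counts of lem-2 were 927 ± 104 and 881 ± 127 (log2 fold change -0.08, limma adjusted p = 0.66). The gene let-2, which Supplementary Fig S9 uses as a loading control, had a log2 fold change of 0.42 (limma adjusted p = 0.012), and 0.01 when multiplied back.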

We confirmed the enrichment of several transcripts in the *tdp-1(ok803)* J2-IP by RT–PCR and showed this enrichment is abolished by pretreatment with dsRNA-specific RNAse (Supplementary Fig S9).

**Figure 5:**
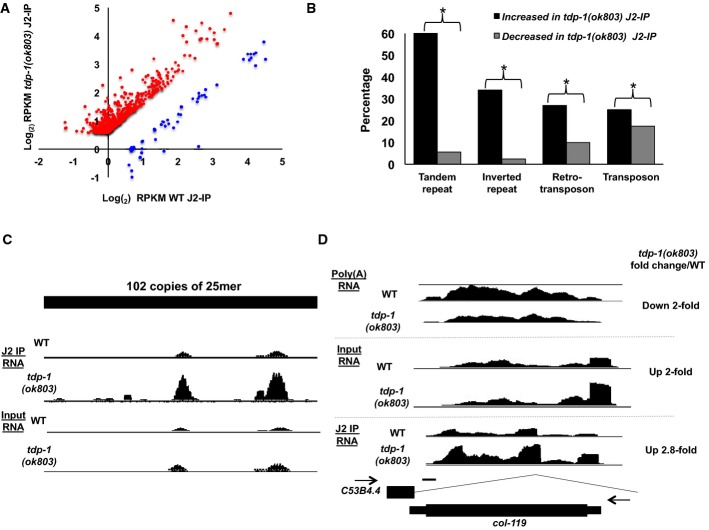
Double-stranded RNA transcripts are preferentially recovered in *tdp-1(ok803)* mutant extract Graph comparing the log_2_ RPKM (normalized to input) of *tdp-1(ok803)* J2-IP (*y*-axis) versus wild-type J2-IP (*x*-axis) for all genes significantly increased (red dots) and decreased (blue dots) in representation (*P* < 0.05, FDR < 0.1 for all changes). Plot derived from data shown in Supplementary Fig S10 using three independent biological replicates of wild-type and *tdp-1(ok803)* J2-IP.The percentage (*x*-axis) of all expressed repetitive elements (type shown on *y*-axis) that are significantly increased (black bars) and decreased (gray bars) in *tdp-1* mutant J2-IP compared to wild-type J2-IP (*P* < 0.05 for all changes). *P < 1 × 10^−10^ chi-square test. Plot derived from data shown in Supplementary Fig S12.A representative example of a tandem repeat region that is increased for dsRNA structure/stability in *tdp-1(ok803)* J2-IP. Coverage tracks from both the J2-IP RNA-seq and input RNA-seq are shown; region displayed: chromosome I: 10,130,500–10,133,500.Coverage tracks of *col-119* gene (transcribed antisense with the intron of expressed gene *C53B4.4)* in poly(A) RNA-seq (top), input (total) RNA-seq (middle) and J2-IP RNA-seq (bottom) (note: scale of coverage tracks for J2-IP is normalized to input for display purposes). Gene models for both genes are shown below coverage tracks, the direction of transcription is indicated by black arrows). Scale bars (black line), 200 bp. See also Supplementary Fig S11.

Analysis of transcripts increased in *tdp-1* mutant J2-IP did not indicate that any specific class of dsRNA (e.g. antisense to another gene or target of siRNA) was being affected in *tdp-1* mutants. Rather, we found that most transcripts that form dsRNA structure simply have more dsRNA structure/stability in the absence of TDP-1 (examples of enriched antisense-overlap genes shown in Supplementary Fig S11A). However, the exception to this observation was A-to-I RNA edited transcripts, which were significantly under represented (*P* = 1 × 10^−5^, hgd, *P* = 9 × 10^−260^, chi-square) among genes increased in *tdp-1(ok803)* J2-IP. This result suggests that hyper-editing of these transcripts could counteract any potential increases in dsRNA structure in *tdp-1* mutants.

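Of the 128 genes of the authors' deposited table of edited regions that were tested in the J2-IP, 32 were increased in tdp-1(ok803) (25.0%, 95% Wilson interval 18.3 to 33.2), against 43.9% of the other genes tested (odds ratio 0.427, two-sided Fisher's exact p = 1.7e-05). Adjusted over the list alone, 31 were increased. With the mutant values multiplied back by the inputs, 3.97% of 126 such genes were increased, against 10.5% of the others (odds ratio 0.353, Fisher's exact p = 0.016).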

To determine whether *tdp-1* controls the structure of a specific functional class of transcripts, we performed a gene ontology analysis of genes whose transcripts have altered dsRNA structure/stability in *tdp-1* mutants. Among genes with increased recovery in *tdp-1(ok803)* J2-IP, we found an enrichment for genes functioning in nucleosome assembly (mostly replicative histone transcripts, 59/66 increased in dsRNA structure) as well as genes involved in translation and protein modification/turnover (Supplementary Table S8). 

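Of the 66 histone genes (his-) tested in the J2-IP, 56 were increased in tdp-1(ok803), and 56 adjusted over the list alone. As a set, histones rose by 0.56 on the log2 scale relative to the other genes (false discovery rate 1.7e-08 from limma's camera), with 64 of 66 higher, and the call held under fry (0.00033). With the mutant values multiplied back by the inputs, 27 histone genes were increased, and the set rose by 0.38 (camera false discovery rate 1.8e-12). Of the genes for ribosomal proteins (rpl- and rps-), 28 of 31 were increased, and 28 adjusted over the list alone. The set rose by 0.34 (camera false discovery rate 1.3e-06), which held under fry (0.00096). Multiplied back, 11 of the 31 genes were increased and 0 decreased, and the set rose by 0.21. Neither set changed direction under median-of-ratios size factors or quantile normalization. The histone gene his-46 went from 2814 ± 263 to 14970 ± 3740 normalized counts (SD, n = 3), while its input was 3145 in wild type and 669 in tdp-1(ok803), a value that near-identical histone copies leave uncertain.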

Examination of enriched replicative histone transcripts in *tdp-1* mutants showed that both 9 and antisense transcripts originating from histone genes were observed in *tdp-1(ok803)* and wild-type total RNA-seq data. However, J2-IP recovered the antisense histone-region transcripts only in *tdp-1(ok803)* (Supplementary Fig S11B), suggesting that these transcripts form intermolecular hybrids whose structure or stability is preserved in the absence of TDP-1 function. Interestingly, genes with decreased recovery in *tdp-1(ok803)* J2-IP were enriched for neuronal-specific genes, many of which are highly edited (Supplementary Table S8, bottom). Since ADAR enzymes are prominently expressed in the nervous system (Savva *et al*, 2012), one interesting possibility is that an initial increase in dsRNA structure in *tdp-1* mutants results in excessive editing that ultimately leads to decreased dsRNA structure in these transcripts.

A major fraction of transcripts with increased enrichment in *tdp-1* mutant J2-IP also mapped to repetitive elements. Comparison of normalized expression levels (RPKMs) of annotated repeat regions (taken from wormbase) indicated that most repeat regions showed increased dsRNA structure/stability in *tdp-1* mutants compared to wild-type (Fig5B; Supplementary Fig S12), with the most dramatically affected class being tandem repeats. 60% of all expressed tandem repeats showed increased recovery in *tdp-1(ok803)* J2-IP compared to only 5% in wild-type. An example of a tandem repeat increased for dsRNA structure/stability is shown in Fig5C.

### Transcripts with excess secondary structure are aberrantly represented in mature RNA

If excess dsRNA structure/stability results in altered levels of mature transcripts, we would predict transcripts that are over/under-expressed in the poly(A)-selected pool would be preferentially recovered by J2-IP. Indeed, transcripts aberrantly represented in poly(A) RNA-seq from *tdp-1(ok803)* animals were significantly enriched (*P* = 1.7 × 10^−17^, hgd) for transcripts isolated by J2-IP from *tdp-1(ok803)* (Supplementary Table S7 and Supplementary Fig S13). This result is consistent with the hypothesis that increased secondary structure within the pre-mRNA interferes with normal mRNA maturation causing altered representation in poly(A)-selected mRNA. 

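Genes altered in poly(A) RNA were taken as the 678 that passed the threshold over replicates 2 and 3, and 183 of them were also tested in the J2-IP. Of these, 93 were increased in the tdp-1(ok803) J2-IP (50.8%, 95% Wilson interval 43.6 to 58.0), against 44.6% of the other genes tested in both assays, 3240 in all (odds ratio 1.28, two-sided Fisher's exact p = 0.108). With the genes of the paper's Supplementary Table S1 as the list, 190 of 380 (50.0%) were increased, against 44.3% (odds ratio 1.26, Fisher's exact p = 0.037). Multiplying the mutant J2-IP values back by the inputs moved the odds ratio most, to 1.89 (Fisher's exact p = 0.0044). All 3 comparisons rest on the labels of the poly(A) libraries. The paper proposes that increased secondary structure in pre-mRNA hinders maturation and so alters poly(A) RNA.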

As an example, Fig5D depicts *col-119* (encodes a collagen protein), which is transcribed antisense to another expressed transcript. In the mature poly(A) RNA pool, this transcript is decreased. However, *col-119* transcript is overrepresented twofold in total RNA, suggesting that the reduction in poly(A) RNA results from defective maturation, as opposed to decreased expression/transcription. 

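The poly(A) table lists col-119 at 0 in all 6 libraries, so no fold is given; it lies within C53B4.4 in the WBcel235 annotation, and values of overlapping genes are uncertain. C53B4.4 had 5801 ± 2070 normalized counts (SD, n = 3) in wild-type poly(A) RNA and 4243 ± 2200 in the libraries labelled tdp-1(ok803) (log2 fold change -0.52, standard error 0.41, limma adjusted p = 1). In the input of the J2-IP, which is total RNA, col-119 had 1306 normalized counts in wild type and 690 in tdp-1(ok803), each from a single library.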

J2-IP enriched this transcript almost threefold in *tdp-1*(*ok803)* compared to wild-type controls, indicating this transcript has a high degree of aberrant dsRNA structure/stability that interferes with its maturation.

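In the J2-IP, col-119 had 1121 ± 42.5 normalized counts (SD, n = 3) in wild type and 3191 ± 207 (SD, n = 3) in tdp-1(ok803), after the authors' normalization to input. The fold was 2.85, a log2 fold change of 1.51 (standard error 0.07, adjusted p = 0.00039 from limma with Benjamini-Hochberg adjustment). Multiplied back by the inputs, the log2 fold change was 0.59, still past the threshold. C53B4.4, which overlaps it, had a log2 fold change of 1.27 (limma adjusted p = 0.00039), and 0.43 multiplied back. Its normalized counts went from 1462 ± 47.4 to 3523 ± 197 (SD, n = 3). They lay above those of col-119 by a nearly constant amount in the libraries of both genotypes. Reads of col-119 may thus be counted in C53B4.4 as well, and its rise is not a separate observation. From the levels of col-119 in the 3 kinds of RNA, the paper proposes that aberrant dsRNA structure interferes with its maturation.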

### TDP-1 functions to limit the double-stranded structure of intronic regions

TDP-43 homologs sustain the expression of transcripts with long introns presumably by binding the intronic sequences and allowing expression or stabilization of the transcript (Polymenidou *et al*, 2011). We propose that TDP-1 suppresses double-stranded structure within introns and may thereby prevent transcript degradation. To ask whether intronic sequences contain excess structure in *tdp-1* mutant animals, we compared normalized expression levels (RPKMs) for all intronic regions (> 250 bp) represented in the J2-IP RNA-seq. Among enriched regions, 1,287 introns were significantly different (*P* < 0.05, FDR < 0.1) between *tdp-1(ok803)* and wild-type, with 75% showing an increased abundance in *tdp-1(ok803)* J2-IP (Fig6A; Supplementary Fig S14). Visual inspection of introns altered for J2-IP enrichment in *tdp-1(ok803)* mutants indicated that ∼31% contained anecdotal evidence of A-to-I editing (scored by visual inspection of sequencing reads) and 80% overlapped with annotated complex and/or simple structural elements (see Supplementary Table S9). Both of these features are consistent with the formation of dsRNA. Many edited intronic regions observed in the J2-IP RNA-seq were not identified as edited in our initial analysis (due to low coverage of intronic regions), suggesting that immunoprecipitation with the J2 antibody is capable of enriching for low abundance or rapidly degraded regions. Interestingly, introns with decreased recovery in *tdp-1(ok803)* J2-IP were highly enriched for A-to-I editing (∼50%, *P* = 4 × 10^−56^, chi-square test) and conversely, regions with increased structure were unenriched for editing (∼25%, *P* = 5.8 × 10^−10^, chi-square test), suggesting that hyper-editing in *tdp-1* mutants may result in a decrease in dsRNA in some intronic regions.

**Figure 6:**
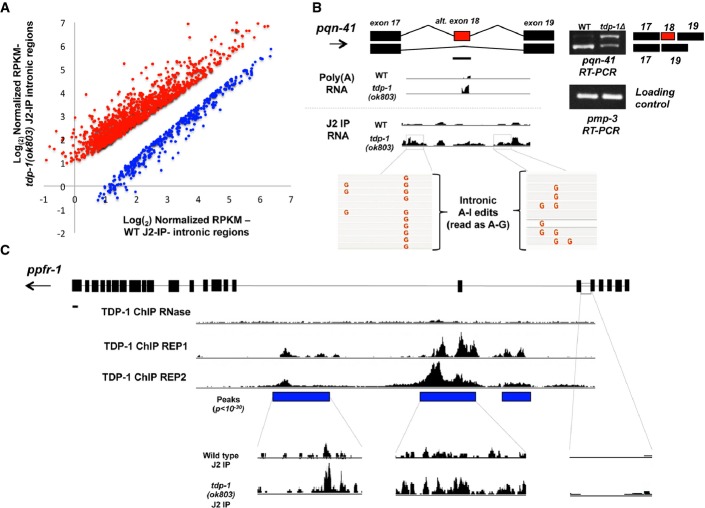
TDP-1 directly limits the dsRNA structure or stability of intronic RNA Log_2_ fold change of *tdp-1(ok803)* J2-IP/wild-type J2-IP (*x*-axis) for all expressed intronic regions selected in the J2-IP graphed according to increasing number of reads that map to each region (*x*-axis). Abundance levels for introns were normalized to input (see Materials and Methods for details). All introns selected in the J2-IP that are significantly (*P* < 0.05, FDR < 0.1, three biologically independent replicates) increased (red dots) and decreased (blue dots) between *tdp-1* mutant and wild-type J2-IP are shown. See Supplementary Table S9.Example of a *tdp-1(ok803)* J2-IP enriched intronic region that exhibits altered splicing in *tdp-1(ok803)* polyA RNA-seq. Coverage tracks from poly(A) RNA-seq and J2-IP RNA-seq are displayed for *pqn-41* (ChrIII: 1,931,953–1,934,515). A-to-I RNA editing patterns in the boxed regions for each transcript are also depicted. Arrows depict the direction of transcription, and scale bars (solid black line below gene model) are set to 250 bp.ChIP-seq pattern for TDP-1 within the long, structured gene *ppfr-1* (ChrI: 9,364,769-9,393,087). The location of significant TDP-1 peaks in both replicates as well as in the RNase control is shown by blue boxes below the ChIP-seq coverage tracks. The enrichment by anti-dsRNA immunoprecipitation (J2-IP) within regions bound by TDP-1 is displayed below significant peaks. Both wild-type (top) and *tdp-1(ok803)* (bottom) J2-IP tracks are shown to indicate excess RNA structure when TDP-1 is absent. The J2-IP enrichment for an intron not bound by TDP-1 is also shown. Arrows depict the direction of transcription, and scale bars (solid black line below gene model) are set to 250 bp. Source data are available online for this figure.

Double-stranded RNA structure, as well as A-to-I RNA editing, is known to modulate alternative splicing (Nishikura, 2010), so we asked whether transcripts with altered intronic dsRNA in the mutant were the same transcripts with altered splicing in poly(A) RNA. Comparison of J2-IP enriched introns and genes with altered splicing in *tdp-1(ok803)* mutants revealed a significant enrichment (94/163 that could be assayed, *P* = 7.5 × 10^−14^, hgd) for intronic regions with differential recovery in *tdp-1(ok803)* J2-IP among transcripts altered in splicing. As a representative example, Fig6B shows the *pqn-41* transcript, which displays enhanced inclusion of exon 18 in *tdp-1(ok803)* poly(A) RNA-seq and enrichment by J2-IP of the intronic regions bracketing that exon in *tdp-1(ok803)* mutants. A-to-I RNA editing was also observed in these introns consistent with the formation of dsRNA. Additional examples are provided (Supplementary Fig S15). These results suggest that some of the *tdp-1(ok803)* splicing abnormalities could be due to excess dsRNA formation and/or A-to-I editing within the intronic regions of transcripts altered in splicing.

### TDP-1 associates co-transcriptionally with genes whose dsRNA stability is increased in *tdp-1* mutants

To determine whether TDP-1 acts directly on transcripts with potential double-stranded structure, we asked whether TDP-1 protein associates with genes containing excessive dsRNA in *tdp-1(ok803)* mutants. As TDP-1 orthologs bind primarily intronic regions, we suspected that TDP-1 might associate with nascent pre-mRNAs co-transcriptionally in order to limit dsRNA structure or stability in these regions. Chromatin immunoprecipitation (ChIP) sequencing is widely used to determine the association site of RNA-binding/processing factors that co-transcriptionally process nascent RNA (Swinburne *et al*, 2006). Therefore, we chose to analyze TDP-1 binding via chromatin immunoprecipitation followed by deep sequencing. In parallel, we also performed TDP-1 ChIP-seq on extract pretreated with RNase to confirm the ChIP signal was dependent on association with nascent RNA and not an association with the DNA, as has been done previously (Bieberstein *et al*, 2014). 

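TDP-1 ChIP came from young adults raised at 20°C, with 2 replicates and 1 sample treated with RNase. The authors aligned the reads to WS220 with Bowtie, called peaks in each sample with MACS and deposited the peaks with the score MACS gave each. The deposited peaks number 16028 in replicate 1, 3204 in replicate 2 and 168 after RNase. Median peak scores, which are the authors', were 192, 199 and 118 in that order, and median peak lengths were 969 bp in replicate 1 and 587 bp in replicate 2. Read depth is unknown here. The sample labels give the strain of all 3 as tdp-1(ok803), the deletion mutant. The strain was left open here, so reading the peaks as TDP-1 binding rests on the paper's account of the experiment.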

TDP-1 ChIP-seq was normalized using the RNase-treated ChIP-seq. Approximately 3,500 genes contained significant (*P* < 0.01) TDP-1 binding sites (Supplementary Table S10). 

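Of the 3204 peaks of replicate 2, 2284 (71.3%) overlapped a peak of replicate 1 by at least 1 bp, where 100 random placements of the same peaks within their chromosomes gave 974 to 1076 overlaps (mean 1021). Without those overlapping a peak of the RNase-treated sample, 2244 shared peaks were left. Keeping only the peaks above the median score of their replicate moved this number most, to 1073. Among the shared peaks, the authors' scores were highest on chromosome III from 12607649 to 12608722 (3230.1), chromosome II from 7633657 to 7636086 (3208.9) and chromosome V from 12540394 to 12541519 (3191.6) of WS220. Peaks were not assigned to all genes here, because no gene positions of that assembly were used apart from those of Supplementary Tables S1 and S3.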

We were not able to find any significant TDP-1 peaks not dependent on RNA (RNase ChIP sample was normalized using total genomic sequencing, data not shown) verifying that TDP-1 ChIP peaks represent co-transcriptional association of TDP-1 with nascent RNA. 

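Of the 168 peaks of the RNase-treated sample, 91 overlapped a peak of replicate 1 and 64 a peak of replicate 2. The paper concludes from the RNase treatment that TDP-1 associates with nascent RNA during transcription.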

64% of TDP-1 peaks were contained in introns that were 32-fold longer than the average intron length (mean size of bound intron: 2,120 bp versus 65 bp genome average). As TDP-43 orthologs show a preferential association with UG-rich sequences (Ayala *et al*, 2005), we asked whether worm TDP-1 also associates with UG repeats. Analysis of UG repeat sequences indicated TDP-1 associated with ∼70% of all UG repeats of at least six repeats long (*n* = 201). Further, TDP-1 association increased with increasing UG-repeat size (Supplementary Fig S16). While this result indicates TDP-1 association is enriched in UG-rich regions, many TDP-1 bound regions did not contain UG repeats and not all UG repeats were bound by TDP-1, mirroring results reported for mammalian TDP-43 binding.

Analysis of TDP-1 binding in genes with increased dsRNA structure/stability in *tdp-1* mutants (as assayed by J2-IP enrichment) showed about 40% of these genes contained clear TDP-1 binding sites (*P* = 1 × 10^−21^, hgd). 

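Gene positions in WS220 were at hand for 563 of the genes tested in the J2-IP, those of Supplementary Tables S1 and S3. Among the 271 of these increased in tdp-1(ok803), 63 (23.2%) held a shared TDP-1 peak, against 50 of the other 292 (17.1%; odds ratio 1.47, two-sided Fisher's exact p = 0.074). Against genes matched on length and expression, with an expected share of 20.6% over 10000 resamples, the odds ratio was 1.17 (permutation p = 0.115). The 563 genes were chosen by the study for altered abundance or splicing, so they do not stand for all genes.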

For J2-IP enriched intronic regions, TDP-1 binding showed a more significant enrichment (51% bound, *P* = 8 × 10^−141^). A large fraction (37%) of TDP-1 ChIP peaks also overlapped with annotated repeat regions such as transposons and tandem repeats (2,061 peaks overlapped out of 5,587 peaks total), confirming that TDP-1 associates with potentially double-stranded transcripts and mirroring mammalian studies showing TDP-43 binds transposable elements (Li *et al*, 2012). An example of TDP-1 binding sites within intronic regions containing excess dsRNA structure/stability is shown along with the J2-IP enrichment of these regions (Fig6C). 

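In the region of ppfr-1 shown in Fig 6C, replicate 1 had 5 peaks, replicate 2 had 8, and 4 were shared. These lay on chromosome I of WS220 at 9371739 to 9374094, 9374165 to 9376031, 9382340 to 9383022 and 9383109 to 9384491, with authors' scores of 3100, 1219, 538.5 and 3100. The RNase-treated sample had 1 peak there, from 9379661 to 9380304, with a score of 459.9. Over the whole gene, ppfr-1 had 289.7 ± 15.6 normalized counts (SD, n = 3) in wild-type J2-IP and 265 ± 15.1 in tdp-1(ok803) (log2 fold change -0.13, limma adjusted p = 0.16), and when multiplied back by the inputs its log2 fold change was -0.29, past the threshold. Single introns were not analysed here.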

In order to provide independent support for our ChIP-seq results, we performed an RNA-immunoprecipitation (UV-CLIP) experiment using an antibody against TDP-1 followed by RT–PCR. As shown in Supplementary Fig S15, the RIP experiments confirmed TDP-1's association with a subset of introns that were bound by TDP-1 in the ChIP-seq. Taken together, these results support the model that TDP-1 associates co-transcriptionally with nascent pre-mRNAs to limit potential dsRNA structure, thereby allowing correct maturation of transcripts.

### TDP-1 maintains normal olfactory response by limiting the action of pathways that act on dsRNA

Our results indicated that TDP-1 functions to control the structure or stability of double-stranded RNA, but it is not clear whether there is a neurological consequence of excess dsRNA. Although *tdp-1* loss of function mutants are reported to have reduced mobility (Zhang *et al*, 2012), we were unable to detect movement deficits in *tdp-1(ok803)* animals under standard conditions (Supplementary Fig S17A and B). However, TDP-1 might function in other neuronally mediated processes, such as chemotaxis. We assayed the response of *tdp-1* mutant animals to attractive volatile compounds (butanone and isoamyl alcohol) that are sensed by the AWCR and AWCL neurons (Bargmann, 2006). Determination of chemotaxis indices (CI) revealed significant (*P* < 0.001) olfactory deficits in *tdp-1(ok803)* mutant animals (Fig7A). Similar defects were also observed in the non-null allele, *tdp-1(ok781)* (Supplementary Fig S17C).

**Figure 7:**
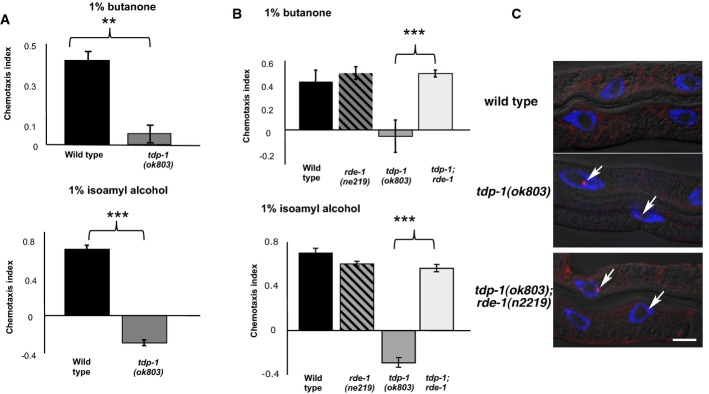
TDP-1 maintains chemotaxis by limiting RNA interference The chemotaxis index (*y*-axis) for wild-type and *tdp-1(ok803)* animals toward 1% butanone and 1% isoamyl alcohol are shown. Negative values signify repulsion. Error bars represent SEM. **P < 0.01, ***P < 0.001 (Student's *t*-test).Rescue of chemotaxis toward 1% butanone (top two graphs) and 1% isoamyl alcohol (bottom two graphs) in *tdp-1(ok803);rde-1(ne219)* double-mutant animals. Assays were done in triplicates at least 3 independent times. Error bars represent SEM. ***P < 0.001 (Student's *t*-test).Immunostaining of isolated worm nuclei in wild-type, *tdp-1(ok803)* mutants and *tdp-1(ok803); rde-1(n2219)* double mutants. Single plane images distally overlaid with DIC image. The presence of J2 foci in *tdp-1(ok803); rde-1(n2219)* mutants indicates that deletion of *rde-1* does not suppress the accumulation of dsRNA in *tdp-1* mutants.

We were curious if the chemotaxis defects in *tdp-1* mutants were due to increased dsRNA accumulation or an alternate function of *tdp-1*. If aberrant dsRNA results in chemotaxis defects, it could either be because dsRNA itself is intrinsically deleterious or because the dsRNA leads to the hyper-activation of downstream processes, such as inappropriate production of endogenous siRNAs. To ask whether the *tdp-1(ok803)* olfactory defects were due to the RNAi pathway, we created *tdp-1(ok803)* strains that also had a loss of function mutation for a gene essential to the RNAi pathway, *rde-1(ne219)*. Chemotaxis assays on this strain showed that mutation of *rde-1* completely suppressed the olfactory defect in *tdp-1(ok803)* animals (Fig7B). Staining with the J2 antibody detected similar amounts of dsRNA in the *tdp-1(ok803), rde-1(ne219)* double-mutant as compared to the *tdp-1(ok803)* single-mutant worms (Fig7C), confirming that the mutation in *rde-1* did not suppress the primary accumulation of dsRNA. These results indicate that specific neuronal defects in *tdp-1* mutants require the action of pathways downstream of dsRNA. Importantly, deletion of worm *adr-2* also results in a chemotaxis defect that can be rescued by mutation in *rde-1* (Tonkin & Bass, 2003), indicating that defective chemotaxis is a major phenotypic consequence of excess dsRNA in *C. elegans* and this defect is due to metabolism of double-stranded transcripts by the RNAi pathway.

### Limiting dsRNA accumulation is a conserved function of human TDP-43

TDP-1 limited the accumulation of double-stranded RNA in worms. To determine whether this is a conserved function of mammalian TDP-43, we treated human-derived M17 neuroblastoma or HeLa cells with antisense TDP-43 siRNA and then immunostained the cells with J2 antibody. Consistent with the worm results, we observed a dramatic increase in dsRNA accumulation in both cell types. Within HeLa cells (Fig8A), the J2-immunopositive signal was concentrated in defined nuclear foci that were significantly brighter (*P* < 0.001) in TDP-43 siRNA-treated cells than in control cells (Fig8B). M17 neuronal cells also displayed increased J2 staining upon TDP-43 knockdown (Fig8C), but the staining of dsRNA was more diffuse in these cells and occurred in both the nucleus and the cytoplasm. Quantification of immunofluorescence indicated that dsRNA was also significantly increased in M17 cells upon TDP-43 knockdown (Fig8D). J2 staining specificity was confirmed by differential nuclease digestion (Supplementary Fig S18). The different subcellular localization of accumulating dsRNA in HeLa cells and M17 neuroblastoma cells suggests that TDP-43 could have distinct functions on dsRNA in these two cell types. Alternatively, different cell types may have distinctive mechanisms to metabolize or sequester dsRNA.

**Figure 8:**
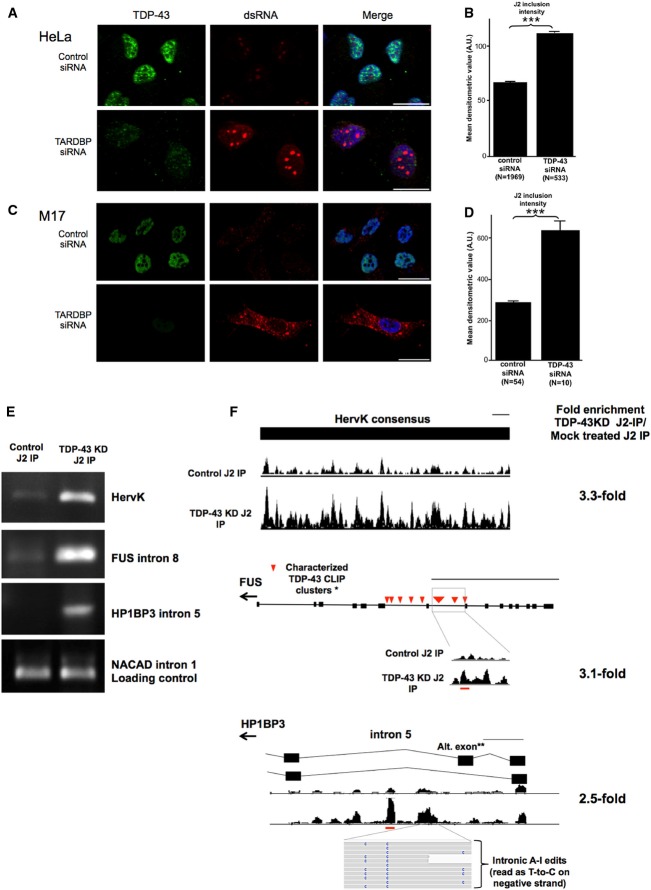
Mammalian TDP-43 also functions to limit the accumulation of dsRNA Cultured HeLa cells depleted for TDP-43 (green) with *TARDBP* siRNA display increased intensity of J2 anti-dsRNA labeling (red) within nuclear foci. Scale bars, 20 μm.Densitometric quantification of the intensity of nuclear dsRNA foci. Graph shows the mean J2-dsRNA densitometric value, error bars = SEM. ***P < 0.0001 (Student's *t*-test). *N* = number of objects detected in each group.Cultured M17 cells display increased nuclear and cytoplasmic dsRNA staining (red) upon knockdown of TDP-43. Scale bars, 20 μm.Quantification of nuclear dsRNA in TDP-43 knockdown M17 cells. Graph shows the mean J2-dsRNA densitometric value, error bars = SEM. ***P < 0.0001 (Student's *t*-test). *N* = number of objects detected in each group.Semi-quantitative RT–PCR of RNA precipitated from J2-IP on lysate from mock-treated M17 cells (left panel) and TDP-43 knockdown M17 cells (right panel). RT–PCR was done in triplicates (only one replicate shown).Expression tracks from J2-IP RNA-seq in regions shown to have increased recovery in TDP-43 knockdown J2-IP compared to mock-treated controls. The gene model for each region is shown above the expression tracks. Evidence of A-to-I RNA editing in human sequencing read is also shown for HP1BP3. Herv-K expression tracks represent reads mapping to a consensus sequence of the Herv-K genome. All expression tracks are normalized to the number of reads in each sample, and the height of the track indicates reads depth. The fold enrichment by J2-IP in TDP-43 knockdown over control (normalized to total RNA-seq) for each region is shown to the right. The thin black line indicates scale, and scale is set to 500 bp. Red lines show the location of primer sequences relative to the gene. Expression tracks for NCAD1 (loading control) are shown in Supplementary Fig S20. Source data are available online for this figure.

Increased dsRNA accumulation in TDP-43 knockdown cells suggests that human TDP-43 may also control dsRNA structure in the same transcript types observed in the *tdp-1* deletion. We do not predict that human TDP-43 will affect orthologs of worm transcripts as the common feature among affected transcripts is the inherent structure of the transcript (i.e., inverted repeats) not necessarily the function of its resultant protein. To ask whether TDP-43 knockdown in human cells resulted in increased dsRNA in the same transcript types as worm *tdp-1* deletion, we performed J2-IPs followed by RT–PCR of RNA isolated from TDP-43 knockdown cells and mock-treated controls. As our analysis in worms indicated that repetitive sequences and intronic regions were the most affected by *tdp-1* loss of function, we focused on these transcript types. As a representative example of a repetitive sequence, we assayed the Herv-K retrotransposon, which is misregulated in ALS pathological samples (Douville *et al*, 2011). Comparison of the intensity of the RT–PCR product for mock-treated cells and TDP-43 siRNA-treated cells indicated that TDP-43 knockdown dramatically increased the dsRNA structure of the Herv-K transcript (Fig8E). We then asked whether intronic regions associated with human TDP-43 had increased J2-IP recovery in knock down cells by assaying Fus/TLS intron 8, which is bound by TDP-43 in three locations (Tollervey *et al*, 2011). Again, the J2-IP signal in TDP-43 knock down cells was more pronounced than in mock-treated samples. Finally, we asked whether transcripts dependent on TDP-43 for correct splicing contained increased dsRNA within intronic regions. We selected five transcripts with reproducible alternative splicing differences in TDP-43 pathological tissue compared to healthy tissue (Tollervey *et al*, 2011). Of these five candidates, four showed increased recovery in the J2-IP from TDP-43 knockdown cells compared to control (Fig8E; Supplementary Fig S19A). To confirm these results, we created RNA-seq libraries from an independent J2-IP on TDP-43 knockdown and mock-treated cells (along with input controls). After mapping and normalization to input control levels, we examined the J2-IP enrichment of regions tested by RT–PCR (Fig8F; Supplementary Fig S19B). In all cases, we were able to confirm increased J2-IP enrichment in TDP-43 knock down (over input expression levels) compared to control. These results indicate that mammalian TDP-43 limits dsRNA structure in some of the same transcript types as worm TDP-1.

To rule out the possibility that dsRNA accumulation in human cells results from decreased ADAR2 function, we asked whether knocking down TDP-43 in human M17 neuroblastoma cells led to reduced GluR2 Q607R editing, an ADAR2-specific editing site (Nishikura, 2010). We analyzed the editing by gene-specific RT–PCR followed by Sanger sequencing. We found no correlation between the amount of TDP-43 expression in M17 cells and the efficiency of editing in the GluR2 transcript (Supplementary Fig S20), indicating that dsRNA accumulation is not due to decreased ADAR2 function.

### TDP-43 is an RNA chaperone with strand displacement activity

Our data indicated that TDP-43 does not limit double-stranded RNA accumulation by maintaining A-to-I RNA editing or RNA interference, as both of these processes appear hyper-active in *tdp-1* deletion animals. Therefore, we postulated that TDP-43 may act directly on the RNA molecule as an RNA chaperone to limit dsRNA structure. In order to test this theory, we assayed recombinant human TDP-43 *in vitro* for strand displacement activity, an activity well characterized for many RNA chaperones, including human La protein (Naeeni *et al*, 2012). In brief, two complementary RNA oligos labeled with Cy5 or Cy3, respectively, were allowed to anneal at 37°C. Following annealing, an excess of unlabeled bottom strand was added, Cy3 was excited and the relative change in FRET (Cy5 excitation) was measured over time (see Fig9A). In the presence of our negative control (BSA), the relative FRET signal increased (Fig9B), which is expected as addition of competitor oligo results in an increase in the concentration of one of the partners in the annealing reaction (Rajkowitsch & Schroeder, 2007). However, in the presence of our positive control (human La), the relative FRET signal decreased over time due to the unlabeled bottom strand displacing the labeled strand, an activity that requires an RNA chaperone. Importantly, in the presence of recombinant human TDP-43, the relative FRET signal also significantly decreased (*P* = 5 × 10^−31^, paired *t*-test, BSA compared to TDP-43) at a level similar or greater than the decrease observed for human La (Fig9B). This result indicates that human TDP-43 is capable of RNA chaperone activity *in vitro* and suggests that TDP-43 could function as an RNA chaperone on nascent RNA *in vivo* in order to limit inappropriate dsRNA structure/folding during transcription.

**Figure 9:**
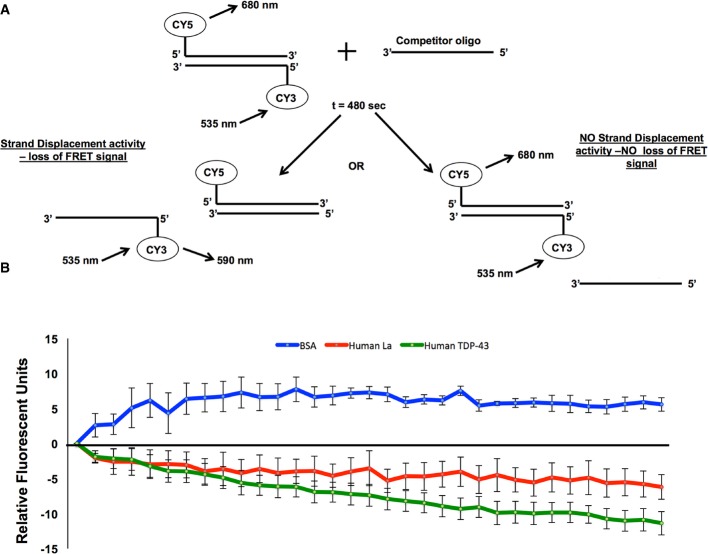
Human TDP-43 displays strand dissociation activity *in vitro* Assay for strand displacement activity (adapted from Naeeni *et al*, 2012).RNA strand dissociation activity was measured as a change in relative FRET signal (*y*-axis) over time (*x*-axis) of two complementary, fluorescently labeled (Cy5 and Cy3, respectively) RNA oligos (annealed for 480 s at 37°C) following the addition of tenfold molar excess of a competitor oligo complementary to the Cy5-labeled RNA molecule. RNA molecules were excited at 535 nm, and FRET signal was recorded at 680 nm. Initial FRET fluorescence was set to zero and then measured every 15 s for 480 s. Data represent results from six to seven independent assays. Error bars, SEM calculated between replicates at each 15 s time point. The assay was done in the presence of Bovine Serum Albumin (BSA) protein (blue line); recombinant human Lupus Antigen (Human La) (red line), and recombinant human Tar-DNA Binding protein 43 (TDP-43) (green line).

## Discussion

TDP-43 is involved in many different RNA processes, making the identification of this protein's role in neurodegeneration complex. Because a large number of binding partners have been identified for TDP-43 (Freibaum *et al*, 2010), it is possible that TDP-43 affects many aspects of RNA metabolism by participating in multiple protein complexes. An alternative, although not mutually exclusive, possibility is that TDP-43 interacts with RNA in a way that is important for many different RNA-mediated processes. In this study, we uncovered a fundamental role for TDP-1 in directly controlling dsRNA accumulation and processing. Furthermore, we showed that knockdown of human TDP-43 also increases dsRNA accumulation, implying that functions described for worm TDP-1 have relevance to mammalian TDP-43.

The hypothesis that a fundamental function of TDP-1/TDP-43 is to control the accumulation of dsRNA is strongly supported by the studies of Polymenidou *et al*, who examined gene expression in mouse brain after TDP-43 knockdown. Strikingly, 29 of the top 50 transcripts overexpressed after TDP-43 knockdown are type 1 interferon-inducible genes (Samarajiwa *et al*, 2009) (Supplementary Table S12). Included in the up-regulated genes in TDP-43 knock-down mice were the mouse orthologs of PKR (up 3.9-fold), RIG-1 (up 4.1-fold) and MDA5 (up 3.4-fold), which specifically respond to cytoplasmic dsRNA (Li *et al*, 2011). Because interferon activation is a major consequence of excessive dsRNA mammals, it would be interesting to determine whether increased interferon activation contributes to neuronal toxicity in mammals.

While worms lack an interferon response, our data indicate that processes downstream of dsRNA (i.e., RNAi) result in the neuronal phenotypes of *tdp-1* mutants. In addition, Vaccaro *et al* (2012) demonstrated that the *tdp-1(ok803)* allele renders worms hypersensitive to oxidative stress and interacts with the *C. elegans* insulin-like signaling (ILS) pathway. Interestingly, *daf-16* (the key transcription factor controlling ILS in *C. elegans*) is hyper-edited in *tdp-1(ok803)* (Fig3C), suggesting increased dsRNA structure in *tdp-1(ok803)* worms could contribute to the altered stress sensitivity.

### Identification of dsRNA by immunoprecipitation and deep sequencing

In this study, we utilized anti-dsRNA immunoprecipitation experiments to globally identify transcripts containing double-stranded structure. Isolation and sequencing of dsRNA from lysates have the advantage of identifying transcripts likely to contain double-stranded RNA *in vivo*, in contrast to protocols that rely on isolation and refolding of RNA *in vitro* (Underwood *et al*, 2010). Refolding after RNA isolation could potentially disrupt RNA interactions or introduce structure that normally does not exist *in vivo*. While immunoprecipitation of dsRNA from lysates could recover transcripts that are not themselves double-stranded, but are associated with dsRNA, almost 75% of J2-immunoprecipitated transcripts had dsRNA characteristics. This result indicates that this method does preferentially identify transcripts containing dsRNA. In addition, anti-dsRNA immunoprecipitation isolated a significant amount of pre-mRNA or excised intronic sequences allowing the analysis of structured transcripts that affect pre-mRNA processing, but are normally too transient to detect.

### Characteristics of transcripts with increased double-stranded RNA structure in *tdp-1* mutants

Immunoprecipitation of dsRNA in *tdp-1* mutants indicates that many transcripts rely on TDP-1 to limit intra-strand and/or inter-strand structure or stability. The variety among these transcripts is quite striking, such that dsRNA immunoprecipitation in *tdp-1* mutants enriched for both coding and intronic RNAs, as well as most replicative histone transcripts. We do not know which of these transcripts constitute the J2-immunopositive foci, or whether foci in different cell types contain different transcripts. The visible dsRNA foci in TDP-43 knockout/knockdown likely contain only a sub-population of accumulating dsRNA molecules that are retained (or persist) due to innate characteristics of those transcripts. Importantly, expression of tandem array transgenes in *C. elegans*, which is known to produce dsRNA (Knight & Bass, 2002), can also lead to the accumulation of J2-immunoreactive nuclear foci (C. D. Link, unpublished results). This observation suggests both that J2 foci can result from accumulation of a limited set of transcripts, and the detection of J2-immunoreactive foci does not require removal of endogenous TDP-1 (as would be expected, for example, if TDP-1/TDP-43 binding to transcripts obscured epitopes recognized by the J2 antibody).

Importantly, the transcripts enriched by J2-IP in *tdp-1* mutants undergo distinctly different processing events. Some of the enriched transcripts undergo pre-mRNA splicing (most mRNAs), and some do not (replicative histone transcripts and ncRNAs). Similarly, ncRNAs and replicative histone transcripts have unique 3′-end formation pathways that differ from the canonical cleavage and polyadenylation machinery used by mRNAs (Wilusz & Spector, 2010). Given the varied maturation pathways of transcripts whose double-stranded structure is decreased by TDP-1, it is unlikely that TDP-1 reduces this structure by controlling steps in RNA processing (i.e., splicing or 3′-end formation). Rather, TDP-1 is likely to play a fundamental role in limiting RNA structure of many origins in a variety of transcript types.

### Transcript abundance and splicing in *tdp-1* mutants

In the absence of *tdp-1*, potentially structured transcripts are both increased and decreased in the mature (poly-A) RNA pool. These same transcripts are associated with TDP-1 and contain increased amounts of dsRNA structure/abundance in *tdp-1* mutants. We do not know the exact mechanism by which increased dsRNA formation/stability alters the abundance of potentially structured mRNAs in *tdp-1* mutants. However, increased structure could either increase or decrease transcript abundance depending on the individual regulatory pathways acting on each transcript. For example, increased structure could trigger siRNA production, which is known to down-regulate transcript abundance of antisense-overlap transcripts in multiple systems (Ghildiyal *et al*, 2008; Gu *et al*, 2009; Gullerova *et al*, 2011). Alternatively, increased intra- or inter-molecular structure in the RNA could preclude association of factors that promote degradation (such as micro-RNAs or RNA-binding proteins), increasing transcript abundance. Consistent with both of these possibilities, many aberrantly represented overlapping gene pairs in *tdp-1* mutants are co-altered, such that if one gene in the pair is increased/decreased, the other gene in the pair is also increased/decreased.

Further, inappropriate formation of dsRNA in introns could result in instability and degradation of those transcripts through the action of dsRNA-binding proteins and dsRNA nucleases. Nuclear dsRNA-binding proteins are known to destabilize structured pre-mRNA (Danin-Kreiselman *et al*, 2003; Kadener *et al*, 2009). Our data also indicate that a large number of excessively structured introns display altered splicing patterns in *tdp-1* mutants. The intronic A-to-I RNA editing could contribute to the splicing abnormalities as editing is known to alter splice site recognition (Laurencikiene *et al*, 2006). dsRNA structure itself also affects splicing through multiple mechanisms (Warf & Berglund, 2010). Formation of a dsRNA stem-loop is responsible for the skipping of exon 7 in the *Smn2* transcripts. Interestingly, TDP-43 binds *Smn2* pre-mRNA and stimulates inclusion of this same exon (Singh *et al*, 2007). Whether TDP-43 affects the structure of SMN2 RNA, however, is currently unknown.

### How does TDP-1 limit dsRNA accumulation?

Data presented here indicate that TDP-43 can act as an RNA chaperone *in vitro*. TDP-43 may function in this capacity to maintain correct RNA folding during active transcription. In the absence of TDP-43, inappropriate RNA folding could result in abbarent dsRNA structure leading to defects in RNA processing and degradation. We cannot rule out the possibility that TDP-43 limits dsRNA accumulation through additional or alternative pathways. TDP-43 could also act as an RNA chaperone post-transcriptionally. TDP-43 has been shown to localize to a variety of RNA-containing cellular bodies in both the nucleus and cytoplasm (Da Cruz & Cleveland, 2011). Perhaps, TDP-43 maintains the function of these bodies by ensuring the correct structure of the transcripts contained within. Importantly, TDP-43 is a known component of nuclear paraspeckles, which are nuclear bodies that retain edited and structured RNAs (Fox & Lamond, 2010). TDP-43 could control the retention/release of transcripts in paraspeckles by altering RNA structure. Consistent with this possibility, mouse *Slc7a2* RNA, which was the first transcript identified as retained in paraspeckles due to an edited hairpin in the 3′ UTR, is bound by mouse TDP-43 in four distinct regions within the 3′ UTR (Polymenidou *et al*, 2011). Interestingly, FUS/TLS and Matrin3, other RNA-binding proteins causative in ALS (Kwiatkowski *et al*, 2009; Johnson *et al*, 2014), are also components of paraspeckles (Naganuma *et al*, 2012).

### Is dsRNA accumulation relevant to ALS/FTLD pathology?

TDP-43 is aberrantly localized to the cytoplasm in several pathological situations. Whether dsRNA is involved in this aberrant localization is an intriguing question. TDP-43 mislocalization is associated with CUG repeat expansion diseases (Schwab *et al*, 2008; Hart & Gitler, 2012), as well as with the recently identified *C90orf72* ALS-FTD mutation, which consists of an expanded GGGGCC repeat (DeJesus-Hernandez *et al*, 2011). Transcripts containing either of these RNA repeats form extensive dsRNA structures. Furthermore, age-associated decreases in the mouse ADAR2 ortholog is concurrent with aberrant TDP-43 localization in motor neurons (Hideyama *et al*, 2012). Decreased ADAR2 function would be predicted to increase nuclear dsRNA. Finally, *NEAT1* RNA, which nucleates paraspeckles, is induced in mouse brains by dsRNA viruses (Saha *et al*, 2006) and is highly up-regulated in human brains affected by FTLD (Tollervey *et al*, 2011), consistent with a potential increase of dsRNA accumulation in FTLD pathology. Therefore, future studies to determine whether aberrant dsRNA formation causes, or is caused by, the pathological mislocalization of TDP-43 are paramount.

## Materials and Methods

### *Caenorhabditis elegans* strains

Maintenance and growth of worms were performed as described in (Brenner, 1974), and all strains were raised at 20°C unless otherwise noted. All transgenic strains used in this study were created by gonad injection and integration of DNA array. Supplementary Table S12 lists all strains created or used in this work.

### Chemotaxis assays

Chemotaxis assays were performed as described previously (Kauffman *et al*, 2011). 100-mm agar plates were spotted with 1 μl of attractant diluted 1:100 or 1 μl dilution buffer and 1 μl 1 mM sodium azide to paralyze worms arriving in either attractant or buffer-only spot. Worms were synchronized by alkaline hypochlorite treatment and hatched off overnight in S-basal buffer. Animals were then allowed to grow to 1-day-old adults at 20°C (about 72 h). Approximately 200 animals were added to each assay plate in a defined origin position in 50 μl of S-basal buffer, released simultaneously, and worms were allowed to crawl freely for 2 h. The total number of animals in the attractant spot, buffer-only spot and in undefined locations around the plate were counted. The chemotaxis assay was determined according to the equation: 
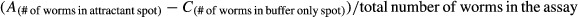
.

### Thrashing assays

Liquid thrashing assays were performed using synchronized 1-day-old adults grown at 20°C. Thrashes were counted for 30 s under a dissecting microscope by hand. For automated thrash counting, *C. elegans* body bends were captured using the wrMTrck plugin developed by Jesper S Pedersen (http://www.phage.dk/plugins/wrmtrck.html). Body bends of 4 L4 worms thrashing in 1× S basal were captured for 30 s. Three independent biological replicates were analyzed for wild-type and *tdp-1(ok803)* animals, resulting in a total of 12 worms per group. All the movies were filtered as suggested in the manual prior to body bend analysis.

### *Caenorhabditis elegans* immunoblotting and immunohistochemistry

Immunoblotting of worm and human proteins was done according to Ash *et al*, 2010. 20 μg of total protein was loaded per lane, and the resultant blots were probed with primary antibodies against anti-TDP-1 (1:2,000, in house), anti-tubulin (1:4,000, Sigma), anti-TDP-43 (1:2,000, Abnova) or anti-GAPDH (1:4,000, BioDesign). Blots were probed with secondary HRP-conjugated antibodies (1:5,000, Jackson) and developed in ECL Plus (Amersham). For immunohistochemistry, permeabilized whole-mount preparations were probed with J2 antibody (English & Scientific Consulting Lot: J2-1102 and J2-1103) at 2–5 μg/ml for 16 h at 4°C and Alexa dye-conjugated goat anti-mouse secondary antibody (Invitrogen) at 4–10 μg/ml for 2 h at room temperature. To assay the sensitivity of J2 immunoreactivity, permeabilized worms were incubated with either RNase V1 (0.003 U/μl, 30 min at 37°C) or RNase T1 (30 U/ml, 30 min, room temperature) in RNA structure buffer (all from Invitrogen, AM2275). RNase-treated worms were washed and probed with J2 as described above. Images were acquired with a Zeiss Axiophot microscope equipped with digital deconvolution optics (Intelligent Imaging Innovations), and image brightness and contrast were digitally adjusted in Photoshop.

### Extracts

Extracts for J2-IP experiments were made from young adult animals grown on solid plates at 15°C. Worms used for TDP-1 immunoprecipitation followed by RT–PCR were cross-linked according to Zisoulis *et al*, 2010. Worms used for J2-IP were not cross-linked. Extract was prepared by bead beating as described in Saldi *et al*, 2007. Extracts were used immediately for immunoprecipitations or dissolved in TRIzol (for input RNA).

### RNA immunoprecipitations

Immunoprecipitations were preformed as described (Saldi *et al*, 2007). 20 μl of Protein A magnetic beads (Dynabeads, Invitrogen) were washed, blocked, and bound by antibody at a ratio of 10 μl/IP for both anti-TDP-1 (made in house) and anti-J2. Protein concentration of each extract was determined by Bradford assay (Bio-Rad 500-0111), and 100 μg of protein was added to each IP. dsRNase-treated extract was incubated with 1 μl of RNase V1 for 30 min (room temperature) prior to addition to beads. Tubes were rocked at 15°C for 2 h (anti-J2 IPs) or 4°C overnight (anti-TDP-1 IPs). The supernatant was removed, beads were washed, and immunoprecipitated RNA was removed from beads by TRIzol extraction. DNA was removed from immunoprecipitated RNA using TURBO DNase (Invitrogen) and dissolved in nuclease-free water.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described (Garrido-Lecca & Blumenthal, 2010). 20 μl TDP-1 antibody was used. DNA was purified using a QIAGEN column (QIAquick, # 28104) and eluted twice with 30 μl of water. For RNase-treated extract, a combination of RNases (RNase A, T1 and V1) was added to the extract and rocked for 15 min at room temperature prior to addition to the ChIP. Completion of RNase was confirmed on an aliquot of treated and untreated extract on acrylamide gel (data not shown).

### Cell culture and immunohistochemistry

M17 neuroblastoma and HeLa cells were cultured in OptiMEM (Invitrogen), and when confluent, 1.75 × 10^4^ cells/well plated to 24-well plates on coverslips. TDP-43 was knocked down for 72 h with 20 nM *TARDBP* siRNA (QIAGEN) (Prudencio *et al*, 2012) or All Star control siRNA (QIAGEN) and siLentFect reagent (Bio-Rad) and fixed in 4% PFA in DEPC-treated PBS and permeabilized. Nuclease treatment of HeLa cells was performed at 37°C for 30 min with 100 U/ml of RNase-free DNase I and RNase A (QIAGEN), ShortCut RNase III (NEB) or ultrapure benzonase nuclease (Sigma) each in their recommended buffers. Protein Block Serum Free (Dako) was used for blocking. Primary antibody incubation was done overnight in Antibody Diluent (Dako) with 0.25 μl/ml RNase OUT and 1:1,000 anti-TDP-43-Cterm (ProteinTech) and 1:1,000 J2, and secondary antibodies were 1:1,000 (donkey) anti-rabbit-AF488 and anti-mouse-AF568 (Alexafluor). Coverslips were counterstained with 0.1 μg/ml Hoechst. Images were taken by Zeiss AxioImager Z1 with Apotome at 63× with fixed exposures times.

### RNA isolation, cDNA library preparation, high-throughput sequencing

RNA for poly(A) and total RNA sequencing libraries was extracted from whole animals by TRIzol extraction. Genomic DNA was removed using TURBO DNase (Invitrogen). For total RNA libraries, 5 μg of RNA was run through a Ribo-Zero column (Epicenter, #R2C1046) to remove ribosomal RNA. For poly(A)-selected libraries, RNA was selected using sera-mag magnetic oligo dT beads (Therma Scientific). Libraries were created using Illumina TruSeq kits (RS-122-2001). RNA recovered by immunoprecipitation with the J2 antibody (three biologically independent lysates) of young adult worms as well as input material (as a loading control) was converted into strand-specific total RNA libraries using V2 Scriptseq (Epicenter #SSV21106) kits following manufacturer's instructions, except reverse transcription was done with SuperScript III (Invitrogen #18080-044) using incrementally increasing temperatures from 42 to 59°C to allow for transcription though structured RNAs. rRNA was not removed from J2-IP RNA samples. Immunoprecipitated DNA from ChIP samples was converted in sequencing libraries using ChIP-Seq DNA Sample Prep Kit (IP-102–1001). Libraries were sequenced on Illumina HiSeq 2000 platforms. Data were deposited under GEO accession number GSE61581.

### Sequencing alignment, gene expression quantification, and J2-IP analysis

Detailed algorithms and specifications for sequencing analysis including read filtering, mapping, and differential expression calculations are provided in the Supplementary Methods and Supplementary Fig S14. In brief, reads were trimmed and filtered, and rRNA reads were removed. Reads were aligned to the WS220 *C. elegans* genome. Differential expression in poly(A) selected libraries between wild-type and *tdp-1(ok803)* mutant was calculated using the Bioconductor package edgeR (release 2.12) (Robinson *et al*, 2010). Identification of transcripts enriched by J2-IP in wild-type animals was done by comparing RPKMs of expressed genes/repeat regions in the J2-IP RNA-seq to input RNA-seq. Genes/repeat regions that were significantly (corrected *P* < 0.05) increased in abundance > 1.5-fold over input were considered enriched by J2-IP. To determine genes, repeat regions and introns differentially selected by J2-IP in wild-type versus *tdp-1(ok803)* extract (three biological replicates of each), read counts for well-expressed regions were normalized to input (see Supplementary Methods) and read into DESeq v1.14.0. A significance cut-off of *P* < 0.05 and FDR < 0.1 was used.

### Identification of *adr-2*-dependent editing locations

For wild-type, *adr-2(gv42),* and *tdp-1(ok803)* total RNA samples, the alignments were piled up using an in-house program. Positions in wild-type and *tdp-1(ok803)* samples with a discrepancy between the genomic sequence and mRNA sequence consistent with A-to-I editing (A-G and C-T transitions) were identified. Potential edited positions were compared to the *adr-2(gv42)* sample and sites also showing A-to-G or C-to-T changes were discarded. To identify editing in introns enriched by J2 immunoprecipitation (not identified as edited in our initial analysis of total RNA due to insufficient read depth), reads mapping to all J2-IP enriched introns were inspected visually on the IGV genome browser and hand-annotated as edited if editing was well represented and was present in all three biological replicates. Additional details in Supplementary Methods.

### Calculation of RNA editing frequency in *tdp-1(ok803)* mutants compared to wild-type

The Integrative Genome Viewer (IGV) tool, count, was used to transform alignment files into pileups for downstream analysis. Well-expressed (> 20 reads) edited regions were used to compare percent editing between wild-type and *tdp-1(ok803)*. The total number of edited nucleotides was divided by the total number of potentially edited nucleotides (determined by evidence of editing in either sample) for each location. Significant changes were determined by performing a two-proportion *z*-test between wild-type and *tdp-1(ok803)* percent edited ratios; *P* < 0.05 for significant changes.

### Gene ontology term enrichment

David (Huang da *et al*, 2009) was used to calculate enriched gene ontology (GO) terms. A list of unranked significantly up- and down-regulated genes was compared to a background list containing all *C. elegans* genes expressed in our RNA-seq samples.

### Splicing analysis

To capture splicing changes between wild-type and *tdp-1(ok803)* mutants, poly(A)-selected RNA from each strain was resequenced 100 bp paired-end at a high read depth (∼280 million reads per sample) to achieve the depth and mapping specificity to analyze alternative splicing. The Cuffdiff (v1.30) differential splicing test was used for splicing analysis.

### ChIP peak identification

Filtered and trimmed ChIP-seq samples were aligned to WS220 using Bowtie. Significant TDP-1 ChIP peaks were identified using MACS software (version 1.42) (Zhang *et al*, 2008). Two replicates of TDP-1 ChIP-seq were done, and a TDP-1 ChIP-seq pretreated with RNase was used as the control file. Bandwidth was set to 300, a 2-fold to 30-fold change over control was required, and the *P*-value cut-off was set at *P* < 0.01. Regions positive for TDP-1 peaks were counted only if an overlapping peak existed in both biological replicates, and there was no peak in the RNase-treated sample.

### Strand displacement assay

Strand displacement assay was done as described in Rajkowitsch & Schroeder (2007) with the following modifications: Labeled and competitor RNA oligos were obtained from IDT, and recombinant TDP-43 and La protein were obtained from GenWay Biotech, Inc. RNA oligo sequences were taken from Naeeni *et al*, 2012. Initial annealing was done at 37°C for 480 s in 40 μl assay buffer. Labeled oligos were used at a final concentration of 1 μM, and recombinant protein was used at 10 μM. Competitor oligo was added in 10 μl for a final concentration of 100 μM in 50 μl. The mixture was shaken for 2 s, excited at 535 nm, and florescence was read at 690 nm every 15 s for 480 s at 37°C. The assay was done in a 384-well black microtiter plate (Greiner Bio-one). All measurements were taken in a SpectraMax M5 microplate reader machine, and SoftMax Pro software was used to calculate relative florescent units for each sample. The assay was done seven independent times, and replicates deviating more than two standard deviations from the mean were removed, such that data represent six replicates of BSA, six replicates of human La and seven replicates of human TDP-43.

# Supplementary material for: TDP-1, the Caenorhabditis elegans ortholog of TDP-43, limits the accumulation of double-stranded RNA
**Source:** EMBO J. 2014 Nov 12;33(24):2947–66. doi: 10.15252/embj.201488740
**Supplement:** Supplementary file 13 — Supplementary Table S12

**Table S12:**

Strains used or created during the course of this study are listed below:

| Strain   | Genotype                                                                                                 | Source                                                                     |
|----------|----------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------|
| N2- CGCB | <i>Wild type</i>                                                                                         | CGC                                                                        |
| CL6311   | <i>tdp-1(ok803) // X8 outcross to CGC- N2B</i>                                                           | Original allele from CGC; University of Minnesota, MN, outcrossed in house |
| XQ8      | <i>tdp-1(ok781) // X5 outcross</i>                                                                       | Parker Lab                                                                 |
|          |                                                                                                          |                                                                            |
| CL2768   | <i>dvIs100 (hsp-16.2/GFP::TDP-1 + pRF4 [rol-6(su1006)])</i><br>(Integrated array:<br>Chromosome unknown) | This study                                                                 |
| CL6172   | <i>Ptdp-1::GFP, tdp-1::mCherry</i>                                                                       | This study                                                                 |
| CL1787   | <i>rpl-28/NLS:GFP:ADR-2 dsRNA binding domain</i>                                                         | This study                                                                 |

# Supplementary material for: TDP-1, the Caenorhabditis elegans ortholog of TDP-43, limits the accumulation of double-stranded RNA
**Source:** EMBO J. 2014 Nov 12;33(24):2947–66. doi: 10.15252/embj.201488740
**Supplement:** Supplementary file 18 — Legends for Supplementary Figures

## Supplementary Figure Legends:

### Figure S1: Molecular analysis of *tdp-1* deletion alleles.

**A.** Figure depicts a schematic of the *tdp-1* locus. Exons are represented by green boxes and introns by black lines. The two annotated transcripts originating from the *tdp-1* locus are shown (a. and b. respectively). The location of the RNA recognition motifs within the gene are indicated by purple bars and the location of the two deletion alleles, *ok803* (red) and *ok781* (blue) are shown below. Primer pair locations used in RT-PCR (see **B**) are indicated by small arrows.

**B.** Agarose gel shows RT-PCR of the *tdp-1* transcript isolated from wild type, *tdp-1(ok781)* and *tdp-1(ok803)* animals. The transcript targeted and primer pair used in PCR amplification for each RT-PCR is shown on the left. Note that RT-PCR directed against the N-terminal transcript b. produces a product in *tdp-1(ok781)* mutant RNA, but not *tdp-1(ok803)* mutant RNA. Primer sequences are in **Supplementary Table S13**.

**C.** Western blot of wild type, *tdp-1(ok781)* and *tdp-1(ok803)* total protein. The top panel was probed with anti-TDP-1 antibodies and the bottom panel was probed with an anti-tubulin antibody (as a loading control).

**D.** Transgenic animal expressing Green Florescent Protein driven by the *tdp-1* promoter demonstrating ubiquitous expression of TDP-1 in adult animal.

### Figure S2: Confirmation of abundance changes in *tdp-1(ok803)* poly(A)-seq compared to wild type poly(A)-seq by qRT-PCR.

Graph represents qRT-PCR data showing the fold change in abundance of *tdp-1(ok803)* over wild type (y-axis) for a select set of genes (x-axis) that were shown to have abundance differences in poly(A) RNA-seq data. qRT-PCR was done on oligo-dT primed cDNA from wild type and *tdp-1(ok803)* mutant RNA in triplicate. Data was normalized using two different control genes (*pmp-3*: black bars and *cdc-42*: red bars) that were also assayed in triplicate. Fold changes were calculated using the delta/delta CT method and error bars= SEM. Primer sequences are in **Supplementary Table S13**.

### Figure S3: Confirmation of transcripts with altered splice site representation in *tdp-1* mutants identified by RNA-seq.

Figure shows the results of semi-quantitative RT-PCR on RNA from wild type and *tdp-1(ok803)* animals (left panel) detecting differentially represented splice forms for transcripts (depicted in the right panel) shown to be altered in abundance by poly(A) RNA-seq. RT-PCRs were done in

triplicate (only one replicate shown). A model depicting the gene structure of the alternative splice is shown to the right and dots indicate that the gene continues in that direction. The gene name is shown and the direction of transcription is indicated by the black arrow. The location of the primers used to generate each PCR band is shown by red arrows. Red arrows over brackets indicate primer sequences that span the splice junction. A total of eight genes were assayed of which one gene failed to show a reproducible change in splice site representation between *tdp-1(ok803)* and wild type (data not shown). Primer sequences are in **Supplementary Table S13**.

**Figure S4: Anti-dsRNA immunohistochemistry in *tdp-1* mutants.**

**A. (Left Panels)** Single 1uM optical sections of isolated whole-mount intestines probed with J2 anti-dsRNA antibody. Note J2 immunopositive nuclear foci (arrows); size bar = 10  $\mu$ m. **(Right Panels)** Projection images (10 one  $\mu$ m sections) of anterior region, reflecting global detection of J2 immunopositive foci. This presentation does not allow association of foci with specific nuclei, but highlights the increased detection of dsRNA foci in the *tdp-1(ok803); adr-2(gv42)* mutant; size bar = 20  $\mu$ m. All images are digital fusions of DIC and digitally deconvolved epifluorescence images. Red = J2 signal, Blue = DAPI nuclear staining.

**B.** Anti-dsRNA immunostaining (J2) of muscle tissue in wild type, *tdp-1(ok803)* and the non-null allele *tdp-1(ok781)*. dsRNA foci (red) are indicated by white arrows and Dapi (blue) shows nuclei. Scale bar = 10  $\mu$ m.

**Figure S5: Figure 3. dsRNA foci are detected by both J2 antibody and and GFP fused to a dsRNA binding domain.** Shown are intestinal nuclei of transgenic reporter strain CL1788 [dvEx788( *rpl-28*/NLS::GFP::*adr-2* dsRNA binding domain co-injected with random chromosomal DNA to produce non-tandem array)] fixed and stained with J2 and anti-GFP antibody with or without stress induction of dsRNA foci. Note tight colocalization of J2 staining and the *in vivo* binding of the GFP-tagged dsRNA probe. Size bar = 10  $\mu$ m.

**Figure S6: Representative regions containing high confidence A-to-I RNA editing.**

Sequencing reads from wild type (top panels) and *adr-2(gv42)* (bottom panels) RNA-seq mapping showing four representative regions scored as positive of A-to-I editing in our analysis. Blue (T-to-C) and orange (A-to-G) lines within sequencing reads (gray) indicate nucleotide differences between the RNA and DNA sequence that are consistent with A-to-I editing and lines of other colors indicate nucleotide changes not consistent with A-to-I editing. Partial gene models with coding regions as black boxes and non-coding regions (5' and 3' UTRs) as black

lines are shown above sequencing reads. The size and type of structural elements contained within displayed regions (taken from *wormbase*) are indicated. The arrow under the gene name/region type (i.e. 3' UTR) indicates the direction of transcription. Scale bar (thin black line) = 250bp.

**Figure S7: TDP-1 does not control the transcription or processing of *adr* transcripts**

**A.** Figure shows the coverage tracks (black bumps) from poly(A) RNA-seq for both worm ADAR homologs, *adr-2* (top) and *adr-1* (bottom) in wild type and *tdp-1(ok803)* mutants. The gene models and direction of transcription (black arrows) are shown above the coverage tracks for each gene. Coverage track height was set to the same value relative for both wild type and *tdp-1(ok803)* and height is proportional to abundance of each region.

**B.** Western blot of total protein from wild type, *tdp-1(ok803)* and *adr-1(g66)* animals probed for the ADR-1 protein. Blot is also probed for an unrelated protein, CPF-1, as a loading control.

**Figure S8: Pairwise comparison of J2-IP RNA-seq replicates. A.** Heat map showing the Euclidean distances between J2-IP samples from wild type and *tdp-1(ok803)* mutants as calculated from the variance stabilizing transformation of the count data. Red and orange intersections indicate highly similar samples, while yellow and white intersections indicate dissimilar samples.

**B.** Principal components analysis. This type of plot is useful for visualizing the overall effect of experimental covariates and batch effects. Our results indicate that no batch effects other than condition (mutant) were found (i.e. *tdp-1(ok803)* J2-IP samples batch together and wild type J2-IP samples batch together).

**Figure S9: RT-PCR confirmation of anti-dsRNA enrichment of selected transcripts.**

**A.** Figure shows the results of semi-quantitative RT-PCR on J2 immunoprecipitated RNA from wild type (left panel) and *tdp-1(ok803)* (middle pane) lysate as well as from lysate pretreated with double-stranded RNA specific RNase V1 (right panel). The gene producing each transcript assayed is indicated on the left and the genotype of the lysate is indicated at the top of each column of images. While only one repeat is shown, enrichment by J2 immunoprecipitation for selected transcripts was confirmed in two biologically independent immunoprecipitations. Primer sequences are in **Supplementary Table S13**.

**B.** Shows the fold-enrichment by J2 immunoprecipitation over total RNA for each gene in both wild type and *tdp-1(ok803)* mutant RNA-seq. The final gene in the panel (*let-2*) is shown as an

example of a gene showing similar enrichment by J2 immunoprecipitation in both wild type and *tdp-1* mutants to serve as a loading control for the RT-PCR.

**Figure S10: Output of DESeq algorithm comparing J2-IP enrichment in *tdp-1* mutants vs. wild type.** Graph shows the  $\log_2$  fold change of *tdp-1(ok803)* over wild type J2-IP RNA-seq (x-axis) plotted against the mean of normalized (to library size) counts (y-axis). Prior to feeding counts into DESeq, all counts were normalized to input. Each dot represents an individual gene and red dots indicate genes that are significantly ( $p < 0.05$ ,  $FDR < 0.1$ ) different in representation between *tdp-1(ok803)* and wild type J2-IP. Triangles indicate genes whose fold change falls outside of the scale of the plot. Data was generated using three biologically independent replicates of each sample.

**Figure S11: J2 immunoprecipitation in *tdp-1(ok803)* selects for convergent overlapping transcripts and histone transcripts.**

**A.** Two examples of convergent gene pairs enriched in the *tdp-1(ok803)* J2 immunoprecipitation. Representative sequencing reads mapping to the sense strand (red) antisense strand (blue) are shown. Models indicating the identity of each gene within the convergent pair and the amount of annotated antisense (AS) overlap are below. Reads from input RNA-seq (top panel) and J2 immunoprecipitated RNA-seq (bottom) panel are displayed.

**B.** Figure shows sequencing reads from input RNA (top panel) and J2 immunoprecipitated RNA (bottom panel) that map to a histone cluster in wild type and *tdp-1(ok803)* mutants. Expression tracks (black bumps) are proportional to the number of reads mapping to the region shown and tracks were set to the same scale for both wild type and *tdp-1(ok803)* mutant RNA-seq samples. Read orientation is indicated as in **A**. Note the antisense transcripts are preferentially recovered in the ok803 J2-IP consistent with the recovery of inter-strand dsRNA. The orientation of each histone gene is shown in the gene model below with colored arrows and reads that map antisense to the annotated gene are indicated by shaded boxes. Scale bar = 250bp for each region shown.

**Figure S12: Output of DESeq algorithm comparing J2-IP enrichment in *tdp-1* mutants vs. wild type for repetitive regions.** Graph shows the  $\log_2$  fold change of *tdp-1(ok803)* over wild type J2-IP RNA-seq (x-axis) plotted against the mean of normalized (to library size) counts (y-axis). Prior to feeding counts into DESeq, all counts were normalized to input. Each dot represents an individual repetitive region (taken from *wormbase*, *genome browser-repeat masker track*) and red dots indicate regions that are significantly ( $p < 0.05$ ,  $FDR < 0.1$ ) different in

representation between *tdp-1(ok803)* and wild type J2-IP. Data was generated using three biologically independent replicates of each sample.

**Figure S13: Transcripts altered in abundance in *tdp-1(ok803)* poly(A) RNA-seq are enriched for dsRNA structure in *tdp-1* mutants.** Graph shows the log<sub>2</sub> fold change of *tdp-1(ok803)* over wild type J2-IP- RNA-seq (y-axis) for all genes significantly altered in representation between wild type and *tdp-1(ok803)* poly(A) RNA-seq (taken from **Supplementary Table S1**). Genes are graphed by increasing average abundance (WT and *tdp-1(ok803)* ) in J2-IP RNA-seq (x-axis).

**Figure S14: Output of DESeq algorithm comparing J2-IP enrichment in *tdp-1* mutants vs. wild type for intronic regions.** Graph shows the log<sub>2</sub> fold change of *tdp-1(ok803)* over wild type J2-IP RNA-seq (x-axis) plotted against the mean of normalized (to library size) counts (y-axis). Prior to feeding counts into DESeq, all counts were normalized to input. Each dot represents an individual intronic region and red dots indicate regions that are significantly ( $p < 0.05$ ,  $FDR < 0.1$ ) different in representation between *tdp-1(ok803)* and wild type J2-IP. Data was generated using three biologically independent replicates of each sample.

**Figure S15: TDP-1 associates and limits dsRNA structure/stability of intronic regions**

**A.** Additional examples of genes with excessively structured introns that are misspliced in *tdp-1(ok803)* mutants. The *gly-5* (top) and Y41e3.7 (bottom) transcripts are shown. Expression tracks (black bumps) for TDP-1 ChIP-seq along with blue boxes indicating significant peaks are shown in the top panel for each diagram. Poly(A) RNA-seq (middle panel for each diagram) and J2 immunoprecipitated reads (bottom panel) are also shown. Gene models are shown above and the arrow indicates direction of transcription. Gray boxes indicate areas of A-I RNA editing and representative edited nucleotides (read as A to G) are displayed below. Scale bars are indicated at the top left of each gene model and equal 250bp.

**B.** Western blot of protein immunoprecipitated by the TDP-1 antibody (left gel) or total protein (right gels) probed for TDP-1. The genotype of the strain assayed is indicated above the gel and arrows indicate either endogenous TDP-1 or the TDP-1:GFP fusion protein (expressed by the TDP-1 over-expression [O.E.] strain). Input protein for the TDP-1 O.E. strain was over loaded and a lighter exposure of this lane is shown to the right.

**C.** Figure shows RT-PCR directed against J2 enriched intronic regions from RNA transcripts immunoprecipitated with TDP-1 specific antibodies. Anti-TDP-1 immunoprecipitation was done in whole worm extract prepared from *in vivo* UV-cross-linked animals. Parallel

immunoprecipitation was performed on extract from wild type, *tdp-1(ok803)* mutant and TDP-1 over expression animals (see Materials and Methods) and the genotype is indicated above the gel. All samples were extensively treated with DNase prior to reverse transcription and RT-controls for each PCR showed no signal (data not shown). The intron and gene assayed in each RT-PCR is indicated on the left and the fold-enrichment over wild type for each intronic region in the *tdp-1(ok803)* J2 IP determined by RNA-seq is shown on the right. Primer sequences are in **Supplementary Table S13**.

**Figure S16: TDP-1 preferentially associates with UG rich introns.** Graph showing the percentage of introns bound by TDP-1 (y-axis) (determined by the presence of a ChIP-seq peak in that intron) that contain increasing numbers of UG repeats (x-axis). *n*= number of expressed introns genome wide containing indicated number of UG repeats.

**Figure S17: *tdp-1(ok803)* and the non-null allele *tdp-1(ok781)* have similar phenotypes**

**A.** Bar graph depicting the results of thrashing assays (see Materials and Methods) scored by hand in *tdp-1* mutant worms. The average number of thrashes per 30 seconds (Y-axis) is shown for each genotype indicated (x-axis). An average of 10 adult animals grown at 20C were measured three independent times (blinded X 1). No significant difference between *tdp-1* mutants and wild type was observed.

**B.** Bar graph showing the result of thrashing assays scored using image J software. Body bends per 30 seconds are graphed on the Y-axis and the genotype tested is indicated on the X-axis. Each assay recorded at least 10 worms and the assay was done three independent times. Again, no significant movement defect was observed in adult animals at 20C.

**C.** Graphs show the results of chemotaxis assays for both Butanone and Isoamyl alcohol done on the non-null allele, *tdp-1(ok781)*. \*P<0.001 (Student's T-test); error bars = SEM.

**Figure S18: Specificity of J2 antibody labeling of dsRNA.**

**A.** In HeLa cells knocked down for TARDBP, the increased dsRNA signal is unaffected by digestion with DNase I (note the absence of DAPI signal) or the single stranded RNA specific RNase A. The dsRNA signal can be selectively deleted with the double stranded RNA specific RNase III or the non-selective nuclease, Benzonase. Exposure times for green and red channels are fixed. Bar = 20µm

**Figure S19: Additional examples of increased intronic dsRNA in TDP-43 knockdown cells in transcripts previously shown to have altered splice site representation in ALS pathological tissue.**

**A.** Semi-quantitative RT-PCR of RNA precipitated from J2-IP on lysate from mock treated M17 cells (left panel) and TDP-43 knockdown M17 cells (right panel). RT-PCR was done in triplicate (only one replicate shown). Primer sequences are in **Supplementary Table S13**.

**B.** Expression tracks from J2-IP RNA-seq in regions shown to have increased recovery in TDP-43 knockdown J2-IP compared to mock treated controls. The gene model for each region is shown above the expression tracks. All expression tracks are normalized to the number of reads in each sample and the height of the track indicates reads depth. The fold enrichment by J2-IP in TDP-43 knockdown over control (normalized to total RNA-seq) for each region is shown to the right. The thin black line indicates scale and scale is set to 500bps. Red lines show the location of primer sequences relative to the gene. NACAD intron one is shown as a region not enriched in TDP-43 knockdown J2-IP over control (as a loading control).

**Figure S20: Editing of endogenous GluR2 Q607R is not affected in M17 cell culture by experimental manipulation of TDP-43 levels.**

**A.** Blot of total protein from M17 cells treated with TDP-43 siRNAs or with control siRNAs indicating that TDP-43 knockdown was successful. Recovery of TDP-43 protein levels by expression of eGFP tagged plasmid is also shown. \* = non-specific band.

**B.** Quantification of TDP-43 expression in M17 samples was calculated by densitometry from 3 blots and by qPCR of TARDBP mRNA (N = 4/group). \*  $P < 0.05$ , \*\*\*  $P < 0.001$ . ANOVA with Bonferroni's post Hoc. Bars = S.E.M. **C.** Percentage editing of hGluR2 Q607R does not correlate with TDP-43 expression. ANOVA with Dunnett's post Hoc test against the control group (Ctrl siRNA) indicates no change in editing due to manipulation of TDP-43 expression. Columns are mean percentage A-to-I editing of GluR2 from 5 samples/treatment group (3 sequence reads/sample) with error bars indicating S.E.M.

# Supplementary material for: TDP-1, the Caenorhabditis elegans ortholog of TDP-43, limits the accumulation of double-stranded RNA
**Source:** EMBO J. 2014 Nov 12;33(24):2947–66. doi: 10.15252/embj.201488740
**Supplement:** Supplementary file 20 — Source Data for Supplementary Figure S3

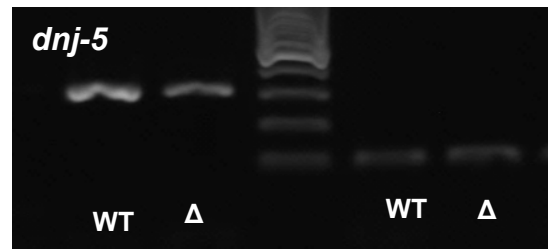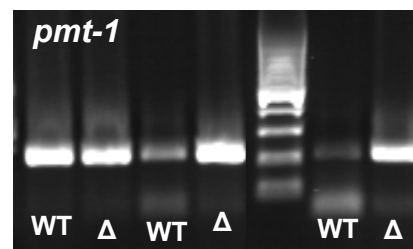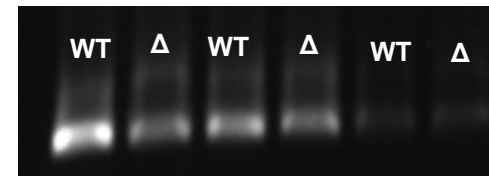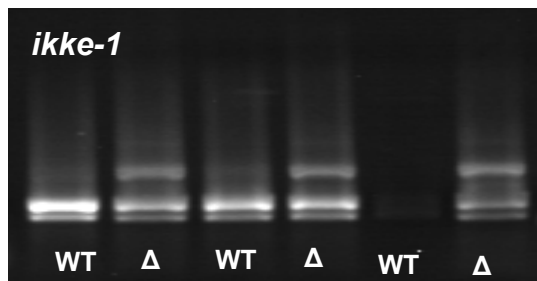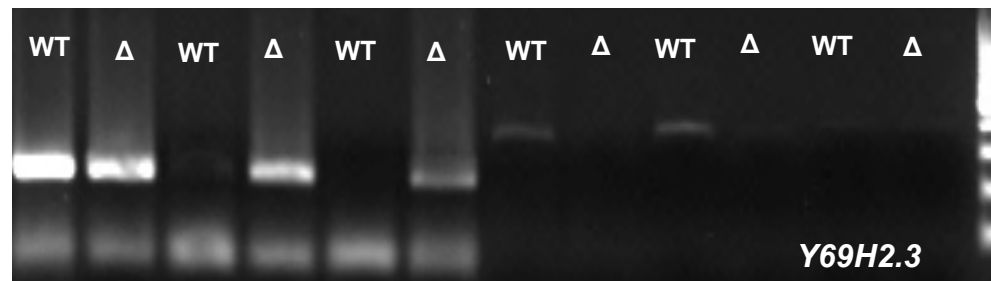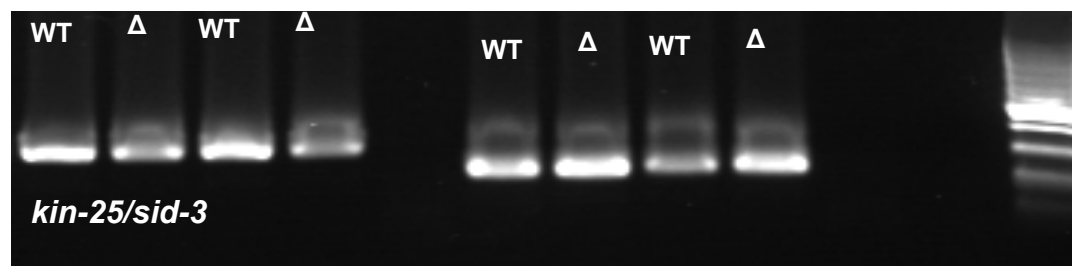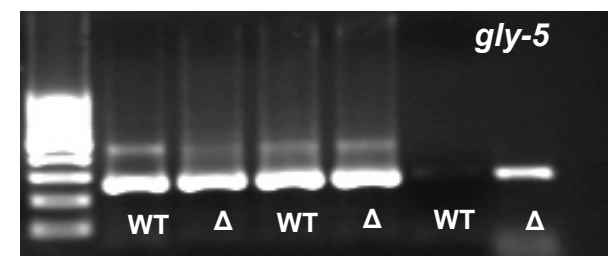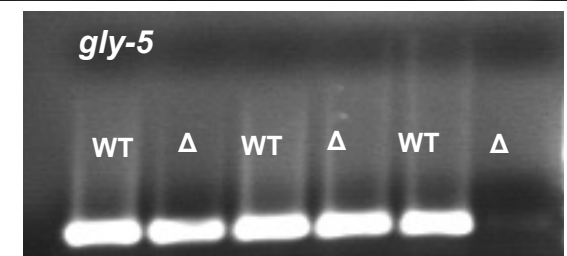

Raw data – Supplemental Figure 3  
 Reactions were done with decreasing concentrations  
 of cDNA until signal was not blown out (1-3

How the deposited data were processed for this re-analysis (not part of the article)

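Deposited values of 5 assays were used: poly(A) RNA (3 wild-type and 3 tdp-1(ok803) libraries, L4, 20°C), J2-IP (3 and 3 libraries, young adults, 15°C), the input RNA of the J2-IP (1 and 1 library), A-to-I editing in total RNA (3 wild-type, 3 tdp-1(ok803) and 1 adr-2(gv42) library, L4, 20°C) and TDP-1 ChIP (2 libraries and 1 after RNase, young adults, 20°C). Each library was assigned to its condition by its label alone. The labels number the replicates without naming a shared batch, so genotypes were compared as independent groups.

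For poly(A) RNA the authors deposited a normalized count signal for each gene: reads trimmed, filtered, freed of rRNA, aligned to WS220, counted, and divided by a factor per library. Whole reads were recovered from the step between values, and 100% of values were whole in each library. For the J2-IP, the authors deposited normalized counts rounded to whole numbers, a score already normalized to input before their DESeq comparison. The authors deposited input values as normalized counts rounded to whole numbers, with the normalization not stated. For editing, the authors deposited their comparison of genotypes, with a change in percentage points, a fold and a p-value for each region. For ChIP, the authors deposited peaks with the MACS score of each.

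Between 65546397 and 107297985 reads per poly(A) library were recovered, at 0.785 to 1.34 normalized counts per read, so counting error is large for genes near the filter; its share of the spread between libraries was not tested. The depth of the J2-IP, input, editing and ChIP data is unknown. Wilson intervals (95%) are given for shares of genes or regions and cover counting error alone.

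Both genotype comparisons used limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a mean-variance trend and Benjamini-Hochberg adjustment. Poly(A) genes needed a normalized count of at least 10 in at least 3 libraries (15807 genes), and the threshold was an adjusted p under 0.05. J2-IP genes needed values in all 3 libraries of a genotype and a mean over 1.5-fold above the wild-type input in at least one genotype, with the mutant values taken as scaled to that input (4002 genes), with a threshold of p under 0.05 and adjusted p under 0.1. Gene families were 5 sets by name, the collagens (col-), histones (his-), ribosomal proteins (rpl- and rps-), major sperm proteins (msp-) and vitellogenins (vit-). They were tested with limma's camera at an inter-gene correlation of 0.01 and with fry, at a false discovery rate of 0.05. Lists were compared with two-sided Fisher's exact tests, and editing directions with an exact binomial test. Peaks were compared by overlap of at least 1 bp and 100 random placements. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the lists, peaks and tables.

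The alternatives were edgeR 4.0.16 (quasi-likelihood and exact tests) and DESeq2 1.42.0 on the recovered reads, median-of-ratios and quantile scaling, equal library totals, multiplication of the mutant J2-IP values by the ratio of the inputs gene by gene (which assumes that the authors scaled the mutant values by that ratio and left the wild-type values undivided), other pseudocounts and filters, each replicate left out, and a term for each replicate pair. Deviations from the genotype means in libraries with the same replicate number correlated across genes at 0.657, 0.435 and 0.353 for poly(A) replicates 1 to 3 and 0.371, 0.781 and 0.533 for J2-IP replicates, so the paired fit, with a replicate block, was run for both; it called 1 increased and 0 decreased poly(A) genes, and 1737 increased and 316 decreased J2-IP genes. Fits of poly(A) replicates 2 and 3 alone were added after the values were seen, since Fig 1A uses 2 replicates.

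Genes are named by a rule: the 16 worm genes the paper names for these assays, and for each comparison the 3 largest rises and 3 largest falls among genes past the threshold, with a mean above the median gene and no overlap between genotypes. No poly(A) gene met it over 3 replicates, so that list was taken over replicates 2 and 3, after the values were seen. The 3 shared peaks with the highest score are also named. The test scripts were tested on simulated data with 200 changed genes, scored at an adjusted p under 0.05. Their median recovered change on the log2 scale was 2.00 for poly(A) and 0.95 for the J2-IP. For poly(A), limma recovered 99% of them with 3 against 3 libraries (6 false calls among 15807 genes) and 95% with 2 against 2 (7 false calls). DESeq2 recovered 96.5% (18 false calls). For the J2-IP, limma recovered 95% with 11 false calls among 4002 genes. The simulated libraries held no difference between replicate 1 and the others and no error of the input. These shares thus check the scripts and do not measure the power on the real libraries.

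Repetitive elements, introns, antisense overlap of all genes, inverted repeats and UG repeats were not analysed here, since they need a genome and gene models of WS220. The gene annotation used for names and neighbours is of the assembly WBcel235, and none of its positions are given. Supplementary Table S7 holds 1580 genes, fewer than the text gives, so it was compared by fold change alone.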

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

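The 5 gene families, both genotype comparisons, the replicate block, fry, and median-of-ratios and quantile scaling were set before the data were examined. The other tests in this part, the families with libraries left out included, were chosen after the results were seen. Leaving out a single poly(A) library unbalances the replicates between genotypes, so such values mix genotype with the difference between replicates.

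Replicate 1 of the poly(A) RNA is a signal in data that Fig 1A does not use. With genotype in the model, 4860 of the 15807 genes tested differed between replicate 1 and replicates 2 and 3 (limma, adjusted p under 0.05), where the comparison of genotypes over all 3 replicates gave 0 genes and 413 at an unadjusted p under 0.05. A constant shift of replicate 1 as the whole reason for the 0 is argued against, since a term for replicate 1 raised the count to 16, far under the 678 of replicates 2 and 3 alone, though these fits differ in their number of libraries. It stays open as a part of the reason, since the term raised the genes at an unadjusted p under 0.05 from 413 to 2012, against 3564 over replicates 2 and 3. A genotype difference of replicate 1 that is not that of the others is consistent with the data: across the 15542 genes outside the families, the genotype differences correlated at 0.106 between replicates 1 and 2 and -0.01 between replicates 1 and 3, against 0.354 between replicates 2 and 3. What sets replicate 1 apart, whether culture, stage or library preparation, stays open, as the labels give no batch or date. Of the 10 splits of the 6 libraries into groups of 3, 10 gave as many genes past the threshold, since all gave 0. At an unadjusted p under 0.05, the real split's 413 genes stood against 46, 16 and 628 in the other splits that part all 3 replicate pairs. The splits that keep both replicate 1 libraries together gave 2020, 2294, 2113 and 2599. With a replicate block the real split gave 1 gene past the threshold.

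Vitellogenins and major sperm proteins are signals in genes the paper does not discuss. The 6 vitellogenin genes were lower by -1.38 on the log2 scale relative to other genes in the libraries labelled tdp-1(ok803) (camera false discovery rate 3.4e-07), with 0 of 6 genes higher. The call did not hold under fry (false discovery rate 0.24). The change was -1.95 over replicates 2 and 3, and lay between -2.10 (without wild-type replicate 1) and -0.99 (without wild-type replicate 3) with each library left out; median-of-ratios and quantile scaling gave -1.38 and -1.28. Reads shared between these paralogs are argued against, since the sum over all 6 genes, which such sharing cannot move, fell in 3 of 3 replicates, with a mean log2 change of -1.63 (SD 0.485). Single genes differed in replicate 1, where vit-4 rose. Of the 10 splits, 1 gave as small a p, the real one, the smallest share 10 splits allow.

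The 27 major sperm protein genes tested were lower by -0.69 (camera false discovery rate 3.4e-07), with 1 of 27 higher, and the call did not hold under fry (0.60). The change was -1.05 over replicates 2 and 3, where 20 genes were decreased (25 adjusted over the list alone), and lay between -1.38 (without wild-type replicate 1) and -0.21 (without wild-type replicate 3). Quantile scaling gave -0.67. Reads shared between these paralogs cannot be told apart from a change of the family, since the sum over 35 genes changed by -0.03, -0.89 and -1.24 in replicates 1 to 3 (mean -0.72, SD 0.621), a mean close to its spread. Of the 10 splits, 3 gave as small a p.

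For both families a difference in developmental stage between cultures may contribute, and it cannot be told apart from an effect of genotype: no library of a known other stage was compared. Across the genes outside the families, wild-type replicate 3 minus replicate 1 correlated at -0.136 with the genotype difference of replicate 2, and wild-type replicate 2 minus replicate 1 at -0.256 with that of replicate 3. In both, the libraries labelled tdp-1(ok803) leaned toward replicate 1. Relative to other genes, both families were higher in replicates 2 and 3 than in replicate 1, by 1.52 for major sperm proteins (camera false discovery rate 2.4e-10) and 1.30 for vitellogenins (0.0041), so they too ran toward replicate 1 in the mutant. These values go with a stage difference, and the labels do not say that the axis is one of stage. The growth delay of the mutant that the paper cites stays among the open biological explanations, as untested.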

How the results depend on the processing

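The fits of poly(A) replicates 2 and 3, the term for replicate 1, and the centred or unfiltered versions of the J2-IP values multiplied back by the inputs were chosen after seeing the data. So were the families with the replicate block or with libraries left out, and the multiplied-back test of genes altered in poly(A) RNA. Unless a construction is named, the cause was not tested.

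The poly(A) count of 0 increased and 0 decreased genes (413 at an unadjusted p under 0.05) stayed 0 under edgeR's quasi-likelihood test, median-of-ratios and quantile scaling, both pseudocounts, both filters, no trend, a fold threshold of 1.5 and with each library left out (0 to 0 increased and decreased; 177 to 1527 genes at an unadjusted p under 0.05). It became 7 increased and 10 decreased under DESeq2, 3 and 5 under edgeR's exact test, 1 increased (col-54) with a replicate block, and 4 and 12 with a term for replicate 1. Over replicates 2 and 3, which leaves out replicate 1, it was 330 and 348 with limma, 381 and 390 with edgeR's quasi-likelihood test and 722 and 788 with its exact test. The replicate block changed no other call of the named genes or counts; among families it moved ribosomal proteins in poly(A) RNA to a false discovery rate of 0.054.

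The 1731 increased and 322 decreased J2-IP genes became 392 and 862 when multiplied back by the inputs, 854 and 1064 with median-of-ratios size factors, 905 and 1037 after quantile normalization, 536 and 1250 with equal library totals, and 346 and 1239 when multiplied back and centred on the median gene. Apart from multiplying back alone, these scalings remove a general shift between libraries by construction. Multiplying back alone compares recovery by J2-IP and not enrichment over input. Without the enrichment filter, which tests more genes, the increased and decreased genes were 3814 and 694, and 1460 and 1422 when also multiplied back. With genes above the median mean, which are fewer, 165 genes were decreased. With each library left out, 1444 to 1733 genes were increased and 207 to 348 decreased, the lowest without wild-type replicate 3. Both counts stayed within 1.5 times under both pseudocounts, no filter on low values, an adjusted p under 0.05, no trend and the replicate block (1737 and 316).

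Leaving out single poly(A) libraries moved the log2 fold change across 0 for tdp-1 in poly(A) RNA (-0.84 to 0.14), haf-6 in poly(A) RNA (-1.27 to 0.15), Y57G7A.5 in poly(A) RNA (-1.12 to 0.31) and gly-5 in poly(A) RNA (-0.11 to 0.15), each highest without tdp-1(ok803) replicate 1. It did so for adr-2 in poly(A) RNA (-0.24 to 0.0065, highest without tdp-1(ok803) replicate 3) and lem-2 in poly(A) RNA (-0.59 to 0.19, highest without tdp-1(ok803) replicate 2). Leaving out a single library unbalances the replicates between genotypes, so these sign changes mix genotype with the difference between replicates. Without replicate 1 of both genotypes, limma gave -0.15 for tdp-1, -0.09 for haf-6, -0.37 for Y57G7A.5, -0.26 for adr-2, -0.51 for lem-2 and 0.06 for gly-5. For lem-2, -0.12 with limma, edgeR gave 0.044 in both tests and DESeq2 0.023. For gly-5, -0.01 with limma, edgeR gave 0.0084 in both tests and quantile scaling 0.052; over replicates 2 and 3 it was 0.064 with limma and 0.071 with both edgeR tests.

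Leaving out single libraries moved lem-2 in J2-IP between -0.15 and 0.048, highest without tdp-1(ok803) replicate 1. Scaling turned further signs against the deposited values. Median-of-ratios size factors and equal library totals each moved these genes by nearly the same amount. The sign changes under each are thus a single shared shift, not separate results. Multiplied back by the inputs (with or without the enrichment filter), multiplied back and centred, with median-of-ratios size factors, after quantile normalization and with equal library totals, in that order, daf-16 in J2-IP was -0.18, -0.24, -0.13, -0.13 and -0.24, pqn-41 in J2-IP -0.12, -0.18, -0.054, -0.030 and -0.16, gly-5 in J2-IP -0.22, -0.28, -0.16, -0.16 and -0.26, and Y41E3.7 in J2-IP -0.070, -0.13, -0.0068, -0.0028 and -0.11. Multiplied back, haf-6 in J2-IP was -0.29 (-0.35 centred), K10H10.11 in J2-IP 0.028 and K10H10.14 in J2-IP 0.017. Centred as well, gfi-1 in J2-IP was -0.043 and let-2 in J2-IP -0.049. Among the other results for named genes, 15 became weaker (6 genes) and 36 stronger (10 genes) under such settings, 0 weaker and 1 stronger with a replicate left out (daf-16, 0.19 without wild-type replicate 3), and 676 were unchanged in call and direction.

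Among families in poly(A) RNA, collagens went to -0.0455 after quantile normalization, no longer called, and lay between -0.24 (without tdp-1(ok803) replicate 1) and 0.0076 (without tdp-1(ok803) replicate 3, not called). Ribosomal proteins (-0.12) were not called under fry (-0.12), with the replicate block (-0.12) or after quantile normalization, which gave 0.012. They lay between -0.24 (without tdp-1(ok803) replicate 1) and 0.041 (without wild-type replicate 3, not called). Nor were they called without tdp-1(ok803) replicate 2 (-0.080) or tdp-1(ok803) replicate 3 (-0.051). Values with a single library left out mix genotype with the difference between replicates here too. Over replicates 2 and 3, collagens (-0.19, camera false discovery rate 0.010) and ribosomal proteins (-0.31, 0.00019) were both called. Histones (-0.23, not called) lay between -0.46 (without wild-type replicate 2, called) and 0.10 (without wild-type replicate 1). They were also called without wild-type replicate 3 (-0.31) and without tdp-1(ok803) replicate 1 (-0.34), and not over replicates 2 and 3 (-0.014). Under fry, major sperm proteins (-0.69) and vitellogenins (-1.38) were not called. In the J2-IP, major sperm proteins were not called under fry (-0.32) and lay between -0.50 and -0.11, the highest without wild-type replicate 2 and not called there, and vitellogenins were -0.12 after quantile normalization.

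Wild-type genes enriched over input, 1927 at 1.5-fold, were 891 at 2-fold and 4251 at 1-fold by construction; centring (1483) and leaving out replicates (1971 to 2377) stayed within 1.5 times. Genes altered in poly(A) RNA passed the test among J2-IP increased genes with the paper's list (odds ratio 1.26, p = 0.037) and when multiplied back (1.89, p = 0.0044), and not as tested first (p = 0.108). The edited genes kept their direction and call when multiplied back (0.353). Shared ChIP peaks, 2244, were 1073 with the peaks above the median score of their replicate, which are fewer, and 1984 and 2284 with the other rules. The direction of editing kept its call under both alternatives (87.3% and 83.3%), and the ChIP odds ratio stayed uncalled against matched genes (1.17).

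Antisense overlap, inverted repeats and UG repeats by annotation, count-based tests of the J2-IP values and the list of Supplementary Table S7 were not run, the J2-IP because its values are rounded and normalized. With 1 input library per genotype, the error of every J2-IP value normalized to input is not in the tests, which limits the results that change when multiplied back.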

Differences from the paper's values

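The edgeR fits of poly(A) replicates 2 and 3 were chosen after the results were seen. The paper's Supplementary Table S1 holds 926 increased poly(A) genes, against 0 here over 3 replicates (413 of both directions at an unadjusted p under 0.05), and the paper's 826 decreased genes stand against 0. None of the alternatives set before the data were examined closed either gap; the highest counts among them were 7 increased and 10 decreased, under DESeq2. edgeR's exact test on replicates 2 and 3, chosen after seeing the values, gave 722 increased and 788 decreased genes, within 1.5 times the paper's counts, while limma (330 and 348) and edgeR's quasi-likelihood test (381 and 390) on those replicates did not.

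The paper gives 166 genes decreased in the J2-IP, against 322 here. Of the alternatives set before the data were examined, genes with a mean above the median (165), an adjusted p under 0.05 (231), leaving out wild-type replicate 1 (225) and leaving out wild-type replicate 3 (207) fell within 1.5 times of it. The others did not, with 259 to 1250 genes. As a share of the genes tested, the paper gives 5% and the value here is 8.05%. The same 4 alternatives closed this gap (6.72%, 5.77%, 5.62% and 5.17%), as did leaving out tdp-1(ok803) replicate 3 (6.47%), and the others, from 7.75% to 31.2%, did not.

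The paper gives 5,587 TDP-1 ChIP peaks in all, against 2244 shared by both replicates and free of RNase peaks here. None of the alternatives set before the data were examined closed the gap, with 1984, 1073 and 2284 peaks. All of them count peaks of replicate 2, which has 3204, so none could reach 5,587, and the cause stays open. The paper gives 40% of genes increased in the J2-IP with a TDP-1 binding site, against 23.2% here over the genes with positions; no alternative gave another share. The paper gives 40% of underrepresented genes with an intronic inverted repeat, against the 7.52% of decreased genes that its Supplementary Table S1 marks; no alternative was set for this share, and the reason was not tested.

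The paper states that TDP-1 binding is enriched in genes increased in the J2-IP, and the odds ratio here was 1.47 (two-sided Fisher's exact p = 0.074), or 1.17 against matched genes (permutation p = 0.115). The paper states that transcripts altered in poly(A) RNA are enriched for those that J2-IP recovered from tdp-1(ok803), and refers to Supplementary Table S7. The test here took these as the genes increased in tdp-1(ok803) J2-IP over wild type. With genes called over replicates 2 and 3 the odds ratio was 1.28 (Fisher's exact p = 0.108). The paper's own gene list, set before the data were examined, passed the test (1.26, p = 0.037), as did the values multiplied back by the inputs (1.89, p = 0.0044), chosen after seeing the values.

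The paper describes col-119 as decreased in poly(A) RNA, where the table here lists it at 0 in all 6 libraries. It describes col-119 as overrepresented in total RNA of the mutant, where the input values here were 1306 normalized counts in wild type and 690 in tdp-1(ok803).

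Supplementary Table S1 lists let-2, C53B4.4 and gfi-1 as decreased, and over 3 replicates each had a limma adjusted p of 1. Over the alternatives set before the data were examined it lay from 0.406 to 1 for let-2 in poly(A) RNA, 0.421 to 1 for C53B4.4 in poly(A) RNA and 0.455 to 1 for gfi-1 in poly(A) RNA, and none called them. Limma over replicates 2 and 3, chosen after seeing the values, called gfi-1 (-1.41, adjusted p = 0.013) and not let-2 (-0.98, 0.082) or C53B4.4 (-0.64, 0.11), and edgeR's exact test called gfi-1 (8.8e-07) and let-2 (0.0050) and not C53B4.4 (0.070). The paper shows let-2 as similarly enriched in both genotypes, where its J2-IP log2 fold change here was 0.42 (limma adjusted p = 0.012); multiplied back by the inputs it was 0.011 (adjusted p = 0.95). The adjusted p of let-2 in J2-IP lay from 0.0080 to 0.95 over the alternatives, and median-of-ratios size factors, quantile normalization and equal library totals did not call it either.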

Other observations

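The 5 gene families, both genotype comparisons, the J2-IP comparison multiplied back by the inputs, the replicate block, fry, quantile normalization and the list of genes the paper names were set before the data were examined. The other tests in this part were chosen after the results were seen, the families multiplied back, the multiplied-back version without the enrichment filter and the splits included.

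Most J2-IP calls are increases as deposited (84.3%). That excess depends on the scaling of the values to 1 input library per genotype: multiplied back by the inputs, 31.3% of calls were increases, and the median gene moved from 0.22 to -0.06. The inputs set this fall, since their median log2 change over the genes tested was -0.26. Multiplied-back values compare recovery by J2-IP and not enrichment over input, so they cannot tell whether the excess in enrichment is real. Without the enrichment filter as well, 50.7% were increases (1460 against 1422 decreases), and the median gene lay at 0.02, so the excess went either way and the majority of decreases depends on the filter. These shares, the reversals and the family values below assume that the authors scaled the mutant values gene by gene by these inputs and left the wild-type values undivided, which was not verified. Whether the inputs differ by genotype or by chance cannot be tested with 1 library each. For histones, the scaling is argued against as the whole cause, since their mean change relative to other genes stayed at 0.38 when multiplied back, with 27 of 66 increased and 0 decreased. The camera false discovery rate (1.8e-12) takes genes as nearly independent, which near-identical copies are not, so it may be too small. The largest rises, his-46 and his-56, fell to 0.15 and 0.17 and were no longer called. Of the 10 splits of the 6 J2-IP libraries, 1 gave as many genes past the threshold, the real one (2053 genes, and 0 in each other split, those that part all 3 replicate pairs included), the smallest share that 10 splits allow. An input ratio shared by the mutant values favours the real split by construction. Multiplied back by the inputs, the real split gave 1254 genes and each other split 0. The replicate block gave 1737 increased and 316 decreased genes.

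Splits of the J2-IP libraries gave as small a camera p as the real one in 2 of 10 for collagens, 2 of 10 for histones, 7 of 10 for major sperm proteins, 1 of 10 for ribosomal proteins and 1 of 10 for vitellogenins. In poly(A) RNA they did so in 1 of 10 for collagens, 7 of 10 for histones and 6 of 10 for ribosomal proteins. In the J2-IP the collagens rose by 0.65 relative to other genes (false discovery rate 2.0e-07, 29 of 31 increased), and the vitellogenins by 0.36 (0.0077, 6 of 6 increased; -0.12 after quantile normalization). Major sperm proteins fell by 0.32 (0.0020; 2 of 24 increased, msp-36 and msp-45, and 5 decreased, msp-3, msp-10, msp-56, msp-58 and msp-71). Multiplied back by the inputs, the collagens rose by 0.16 (false discovery rate 0.0012; 9 of 31 increased and 3 decreased, col-81, col-129 and col-150, named after their values were seen). The vitellogenins then rose by 0.22 (0.014), with 0 of 6 increased (2, vit-2 and vit-4, at an unadjusted p under 0.05), and the major sperm proteins fell by 1.05 (5.7e-09), with 18 of 24 decreased and 0 increased (also 0 at an unadjusted p under 0.05). In poly(A) RNA, ribosomal proteins changed by -0.12 (false discovery rate 0.042, not called under fry at 0.61, and 0.012 after quantile normalization) and histones by -0.23 (0.061).

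Genes at 0 in all 6 poly(A) libraries were frequent among protein-coding genes that lie inside another gene in the WBcel235 annotation: 81.5% of 566, against 6.36% of the others. This is consistent with a counting step that left such genes out, in a test that could have come out the other way. Of the genes at 0, 291 have J2-IP values above 0. No biological explanation was tested.

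The targeted gene tdp-1 was lower in the mutant input (ratio 0.316) and in poly(A) replicate 1 (0.424), and not in poly(A) replicate 2 (1.01), with 0.805 in replicate 3. A mislabelled sample cannot be told apart from a deletion allele that keeps part of its transcript, since totals per gene do not show which part of tdp-1 the reads cover, and the input ratio of 0.316 rests on 1 library per genotype. The gene haf-6 ran alike, with poly(A) normalized counts of 2561 and 588 in replicate 1 against 3916 and 4210 in replicate 2 and 4548 and 3726 in replicate 3 (wild type and tdp-1(ok803)), and 26 and 11 in the input; it was singled out after its values were seen.

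Values of other genes the paper names follow. In poly(A) RNA over 3 replicates, log2 fold changes were -0.47 for daf-16, -0.41 for pqn-41, -0.28 for ppfr-1, -0.17 for Y41E3.7 and -0.44 for Y57G7A.5, each with a limma adjusted p of 1. In the J2-IP they were 0.94 for haf-6 (limma adjusted p = 0.0042), 0.12 for daf-16 (0.22), 0.20 for pqn-41 (0.020), 0.25 for Y41E3.7 (0.017) and 0.10 for gly-5 (0.49). Of these, all 5 turned negative when multiplied back by the inputs, with -0.29 for haf-6. The wild-type fold over input was 2.40 ± 0.197 for haf-6, 1.87 ± 0.157 for daf-16, 0.858 ± 0.0325 for col-119 and 0.895 ± 0.0837 for his-46 (SD, n = 3). The genes adr-1 and adr-2 did not pass the J2-IP filters, which set both genotypes against the wild-type input, and Y57G7A.5 is not in the J2-IP values used here.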
